# Ring1a protects against colitis through regulating mucosal immune system and colonic microbial ecology

**DOI:** 10.1080/19490976.2023.2251646

**Published:** 2023-09-01

**Authors:** Yashu Wang, Qianru Li, Jiayu Zhang, Pingping Liu, Huaixin Zheng, Lijuan Chen, Zhen Wang, Chen Tan, Min Zhang, Hongxia Zhang, Wenqing Miao, Yuke Wang, Xiaoyan Xuan, Guoqiang Yi, Peng Wang

**Keywords:** Ring1a, DSS colitis, mucosal immune system, intestinal microbiota, scRNA-seq

## Abstract

Inflammatory bowel disease (IBD) represents a prominent chronic immune-mediated inflammatory disorder, yet its etiology remains poorly comprehended, encompassing intricate interactions between genetics, immunity, and the gut microbiome. This study uncovers a novel colitis-associated risk gene, namely Ring1a, which regulates the mucosal immune response and intestinal microbiota. Ring1a deficiency exacerbates colitis by impairing the immune system. Concomitantly, Ring1a deficiency led to a *Prevotella* genus-dominated pathogenic microenvironment, which can be horizontally transmitted to co-housed wild type (WT) mice, consequently intensifying dextran sodium sulfate (DSS)-induced colitis. Furthermore, we identified a potential mechanism linking the altered microbiota in Ring1aKO mice to decreased levels of IgA, and we demonstrated that metronidazole administration could ameliorate colitis progression in Ring1aKO mice, likely by reducing the abundance of the *Prevotella* genus. We also elucidated the immune landscape of DSS colitis and revealed the disruption of intestinal immune homeostasis associated with Ring1a deficiency. Collectively, these findings highlight Ring1a as a prospective candidate risk gene for colitis and suggest metronidazole as a potential therapeutic option for clinically managing *Prevotella* genus-dominated colitis.

## SUMMARY

We found that PcG protein Ring1a could be a new risk gene for colitis. Ring1a deficiency causes aggravated colitis by regulating the mucosal immune system and colonic microbial ecology.

## Introduction

Inflammatory bowel disease (IBD) is a chronic immune-mediated relapsing inflammatory disorder of the intestine and is recognized as a prevalent gastrointestinal condition worldwide.^1,2^ Despite its high prevalence, the etiology of IBD remains inadequately understood. Existing evidence strongly suggests that the pathophysiology of IBD arises from intricate interactions among environmental, microbial, and immune-mediated factors in individuals with a genetic susceptibility.^3–5^ Two prominent clinical phenotypes of IBD are Crohn’s disease (CD) and ulcerative colitis (UC). Although CD and UC exhibit distinct characteristics, both disorders share a common pathogenesis involving dysbiosis of symbiotic microorganisms and intestinal inflammation.^4^ The mammalian gastrointestinal tract harbors a complex microbial community comprised of trillions of bacteria, which dynamically interact and co-evolve with the host immune system.^6^ The resident gut symbionts play fundamental roles in host physiological processes, nutrition and metabolism, immune system development, and defense against pathogen colonization.^7,8^ In recent years, extensive research has focused on unraveling the intricate interplay between the immune system and the gut microbiota, as well as the impact of the intestinal microbiota on immune system functioning in various diseases, including IBD.^6^ Therefore, understanding and uncovering the complex relationships between the intestinal microbiota and the host immune system holds promise for elucidating the pathogenesis of IBD and providing novel preventive and therapeutic strategies.

Polycomb group (PcG) proteins comprise a class of epigenetic repressors that catalyze histone modifications involved in gene regulation, cell differentiation, and development.^9,10^ These proteins mainly form two protein complexes, namely polycomb repressive complexes 1 (PRC1) and 2 (PRC2).^11^ Generally, PRC1 acts as a transcriptional repressor, inhibiting gene transcription through catalyzing histone H2A monoubiquitylation at lysine 119 (H2AK119ub1).^12–14^ However, several studies have revealed that PRC1 can also function as a transcriptional activator, promoting gene transcription.^15,16^ Mammalian PRC1 comprises the E3 ubiquitin ligase Ring1a, Ring1b, and one of six PCGF proteins. The E3 ubiquitin ligase Ring1a or its homolog Ring1b constitutes the catalytic core of PRC1. Ring1a exerts overlapping functions with Ring1b in catalyzing H2AK119ub1.^12^ By cooperating with Ring1b and other PcG proteins, Ring1a regulates processes such as chromosome X inactivation,^12^ Hox gene silencing,^17^ and ES and AML stem cell identity maintenance.^18–20^ Although Ring1a is widely expressed in various immunocyte types, its role in the immune system and immune-related disorders remains largely unexplored. Ring1a has been reported to play an essential role in converting T cells to B cells. T cell deficiency of Ring1a and Ring1b leads to overexpression of PAX5, which hampers their maturation and promotes their conversion to B cells.^21^ Moreover, Ring1a has been shown to bind to the *Il4* and *Ifng* loci in differentiated T helper cells.^22^ However, the involvement of Ring1a in chronic immune-mediated IBD remains uninvestigated.

In this study, we investigated the contribution of the polycomb complex protein Ring1a to colitis development and revealed how Ring1a regulates colitis through the immune system and intestinal microbiota. We found that Ring1a deficiency exacerbated colitis exacerbation by perturbing the immune system and altering the gut microbiota composition. Additionally, we demonstrated that colitis exacerbations caused by Ring1a deficiency could be transmitted to co-housed wild type (WT) mice and persist over time. Furthermore, 16S rRNA sequencing revealed that Ring1a deficiency led to a *Prevotella* genus-dominated microenvironment, potentially attributable to reduced IgA production. Additionally, we discovered that metronidazole administration mitigated colitis exacerbations induced by Ring1a deficiency. Furthermore, through Single-cell RNA sequencing (scRNA-seq) transcriptional analysis, we characterized the immune landscape of intestinal lamina propria (LP) in dextran sodium sulfate (DSS)-induced colitis and uncovered the disruption of intestinal immune homeostasis associated with Ring1a deficiency.

## Materials and methods

### Mice

CD45.1^+^ mice were purchased from Beijing University Experimental Animal Center (Beijing, China). Ring1a knockout (Ring1aKO) mice (Saiye, Guangzhou, China) were crossed with C57BL/6 J (B6) (Huafukang Bioscience, Beijing, China). All mice were bred and maintained under specific pathogen-free conditions in the animal facility of Zhengzhou University. Sex-matched littermate WT and Ring1aKO mice of 8 to 12- week were used for experiments. For co-housing experiments, 5 to 6-week and gender-matched littermate WT and Ring1aKO mice were co-housed for at least 2 to 4 weeks. All animal studies were approved by the Animal Ethics Committee of Zhengzhou University (Zhengzhou, China).

### DSS colitis

Mice were treated with 2.5% (w/v) DSS (M.W. = 36,000–50,000 Da; MP Biomedicals) dissolved in drinking water for 7 or 8 consecutive days, and then mice were sacrificed. Ring1a inhibitor (PRT4165, 8 mg/kg, Sigma-Aldrich) or the same dose of dimethyl sulfoxide was intraperitoneally injected into mice daily from day −2 to day 3 during DSS-induced colitis model to evaluate the effect of Ring1aKO inhibitor on mouse colitis. Body weight and disease activity index (DAI) were assessed daily. DAI scores were calculated according to weight loss, stool consistency, and stool blood content/rectal bleeding, as previously described.^23^

### Histopathology

Colon tissues were fixed in 4% paraformaldehyde and then embedded in paraffin. Subsequently, 5 μm sections were stained with hematoxylin and eosin (H&E).^24^ Histological sections were scored as previously described.^23^ Epithelium: normal morphology (0), loss of goblet cells (1), loss of goblet cells in large areas (2), loss of crypts (3), and loss of crypts in large areas (4); and infiltration: no infiltrate (0), infiltrate around crypts (1), infiltrate reaching the lamina muscularis mucosae (2), extensive infiltration reaching the lamina muscularis mucosae and thickening of the mucosa (3), and infiltration of the submucosal layer (4). A total histological score equals to the sum of both scores.

### Isolation of colonic LP cells

Colonic LP cells were isolated as previously described.^25^ Briefly, colons were sheared longitudinally and rinsed with PBS, and then were incubated in PBS (5 mM EDTA) on the shaker for 12 min at 37°C. Colon tissues were washed and minced, and then digested in 5 mL of 1640 medium containing 10% FBS, 1 mg/mL Type IV collagenase, and 40 µg/mL DNase I at 220 rpm for 60 min at 37°C. After digestion, cells were filtered successively through 75-µm and 37-µm filter membranes.

### Flow cytometry

For analysis of surface markers, prepared single cell suspension (100 μL, 5 × 10^6^ cells/ml) was stained with anti-mouse CD45 (30-F11, Biolegend), anti-mouse CD19 (6D5, Biolegend), anti-mouse CD45.1 (A20, Tonbo), anti-mouse CD45.2 (104, Invitrogen), anti-mouse IgA (mA-6E1, Invitrogen). Stained cells were analyzed on FACSCelesta (BD Biosciences) and the obtained data were analyzed with FlowJo_V10 software.

### Cell Sorting by Flow Cytometry

4 × 10^6^ colonic LP cells were suspended in 300 μL PBS. Firstly, incubated with anti-mouse CD16/32 antibody for 10 min, and then incubated with anti-mouse CD45 antibody for 30 min. After being washed with cold PBS, cells were incubated with 7-aminoactinomycin (7AAD) for 10 min. Lastly, CD45^+^7AAD^−^ cells were sorted on BD FACSMelody.

### 16S rRNA analysis

Fecal samples were collected separately from single-housed and co-housed mice (2 weeks) into sterile tubes before DSS treatment, and were rapidly snap-frozen in liquid nitrogen. The total DNA from fecal bacteria was extracted and 16S rRNA genes (V3-V4 region) were amplified using primers (F: 5’-ACTCCTACGGGAGGCAGCA-3’, R: 5’-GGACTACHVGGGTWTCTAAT-3’). Sequencing was performed using the Illumina NovaSeq platform (PANOMIX Biomedical, Suzhou). Data were analyzed using QIIME2. Taxonomy was assigned to ASVs using the classify-sklearn naïve Bayes taxonomy classifier in the feature-classifier plugin against the SILVA Release 132 database.

### Depletion of intestinal microbiota

WT and Ring1aKO mice were gavaged with a combination of four antibiotics (ampicillin 100 mg/kg, vancomycin 50 mg/kg, neomycin sulfate 100 mg/kg and metronidazole 100 mg/kg) to deplete bacteria or amphotericin B (1 mg/kg) to deplete fungi for 14 consecutive days (2 times/day). Before and during DSS-induced colitis model, WT and Ring1aKO mice were gavaged with metronidazole (100 mg/kg) for every 12 hours consecutive 14 days (from day −10 to day 4), feces were collected for 16S rRNA sequencing at day 0.

### Bone marrow transplantation

For full bone marrow chimeras, 8 to 10- week male WT and Ring1aKO mice were sublethally irradiated with 9 Gy, and then received 1 × 10^7^ WT or Ring1aKO bone marrow cells 4 hours later. For mixed bone marrow chimeras, 8 to 10-week male CD45.1 mice were sublethally irradiated with 9 Gy and received 1 × 10^7^ WT and Ring1aKO bone marrow cells (1:1) 4 hours later.

### scRNA-seq and data analysis

Intestinal LP immune cells were prepared and pooled for scRNA-seq from colon tissues of five mice of each group (DSS-treated WT and Ring1aKO mice). Sorted CD45^+^ cells were loaded onto the Chromium microfluidic chips and barcoded with a 10× Chromium Controller to generate single-cell gel beads-in-emulsions (GEMs). The scRNA-seq libraries were constructed using Single Cell 3’ Library and Gel Bead Kit V3.1 (10× Genomics). The libraries were finally sequenced using the Illumina Novaseq 6000 platform with a sequencing depth of at least 100,000 reads per cell with a pair-end 150 bp (PE150) reading strategy. Raw sequence data were mapped to the mm10 genome reference using CellRanger-count (3.0.1) to produce feature-barcode matrices. The Seurat V3.0 R package (https://satijalab.org/seurat) was used to perform data filtration, sample integration, gene normalization, dimension reduction and data visualization. Samples including WT and Ring1aKO were integrated as one object by Seurat “IntegrateData” function. It used t-Distributed Stochastic Neighbor Embedding (t-SNE) to visualize single-cell clusters, employing the top 25 principal components with the largest variance (at resolution = 0.7 for all the merged samples). Calculate the percent of mitochondrial (“percent.mito”) and ribosome (“percent.ribo”)-related genes for each cell, and filter out the cells with a value of “percent.mito” less than 5, and the value of “percent.ribo” less than 40, respectively. Differentially expressed genes (DEGs) of each cluster under the threshold of adjusted *P* < .05 (corrected *P* value from T-test by Benjamini-Hochberg correction) and LogFoldChang ≥ 0.5 compared to other clusters by Seurat’s “FindMarkers” function. The scRNA-seq data has been submitted to the GEO database (GSE210866, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE210866).

### Statistical analysis

All data were presented as mean ± SD. Unpaired two-tailed Student’s t-test was used for data from two groups. Data from more than two groups were subjected to a one-way analysis of variance (ANOVA) with SAS 9.2 version. Comparisons were considered statistically significant when the *P* value was less than 0.05. * *P* < .05, ** *P* < .01.

## Results

### Ring1a-deficient mice developed severe colitis

The sulfated polysaccharide DSS-induced colitis is a commonly used model to simulate the pathological features of IBD.^26^ Therefore, we employed this model to investigate the role of Ring1a in colitis. During the process, Ring1aKO mice exhibited significant weight loss in the late stages (Figure 1a) and a higher mortality rate than that of WT mice (Figure 1b). Moreover, Ring1aKO mice exhibited remarkably higher disease activity index (DAI) scores than those of WT mice (Figure 1c). Furthermore, the colon length of Ring1aKO mice was considerably shorter than that of WT mice (Figure 1d). Consistently, the colon tissues of Ring1aKO mice were also infiltrated with more inflammatory cells and showed more severe intestinal damage than those of WT mice (Figure 1e). Furthermore, we found that Ring1aKO mice developed spontaneous colitis as they aged. One-year-old Ring1aKO mice displayed remarkably shorter colon length and more severe inflammatory infiltration than those of age-matched WT mice of the same age (Figures 1f–g). To further verify the role of Ring1a in colitis, we investigated the effect of a Ring1a inhibitor, PRT4165, in the DSS-induced colitis model. The results showed that PRT4165-treated mice exhibited shortened colon length (Figure 1h), increased histological inflammatory infiltrates, and exacerbated intestinal damage (Figure 1i). Notably, the effect of the Ring1a inhibitor on colitis appeared to be less than that of the Ring1a deficiency. These findings collectively indicate that Ring1a deficiency or inhibition exacerbates DSS-induced colitis, suggesting a protective role of Ring1a in colitis and its negative regulatory function in this condition.

**Figure 1.**
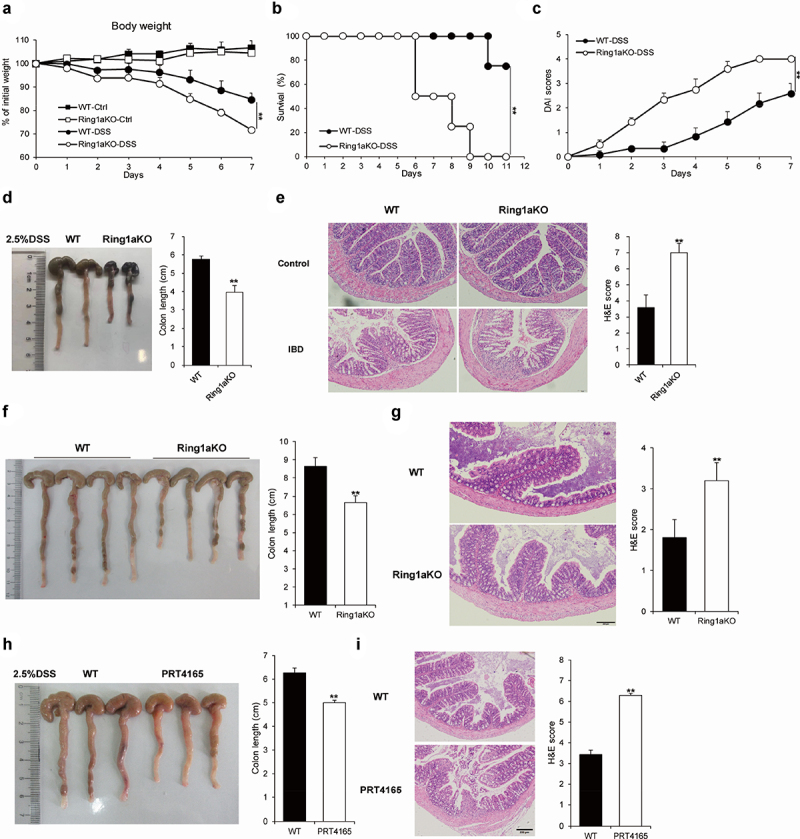
Ring1a deficiency aggravated colitis.

### Ring1a deficiency intrinsically aggravates DSS-induced colitis in immune cells

To elucidate whether the aggravated colitis resulting from Ring1a deficiency is primarily attributable to the effects of immune cells or other cell types, we performed reciprocal bone marrow transfer experiments between WT and Ring1aKO mice. Compared to WT or Ring1aKO recipient mice that received WT bone marrow cells (designated as WT→WT and WT→Ring1aKO), WT and Ring1aKO recipient mice that received Ring1aKO bone marrow cells (designated as Ring1aKO→WT and Ring1aKO→Ring1aKO) exhibited significantly more body weight loss, a higher DAI score, and shorter colon length (Figures 2a–d). Furthermore, colon tissues from Ring1aKO→WT and Ring1aKO→Ring1aKO mice exhibited more severe histological inflammatory infiltration and intestinal damage than those from WT→WT and WT→Ring1aKO mice (Figure 2e). Conversely, no considerable differences were observed between WT→WT and WT→Ring1aKO mice with respect to the indicators of colitis (Figures 2a–e). Hence, Ring1a deficiency aggravates colitis in the DSS-induced colitis model through its effects onimmune cells.

**Figure 2.**
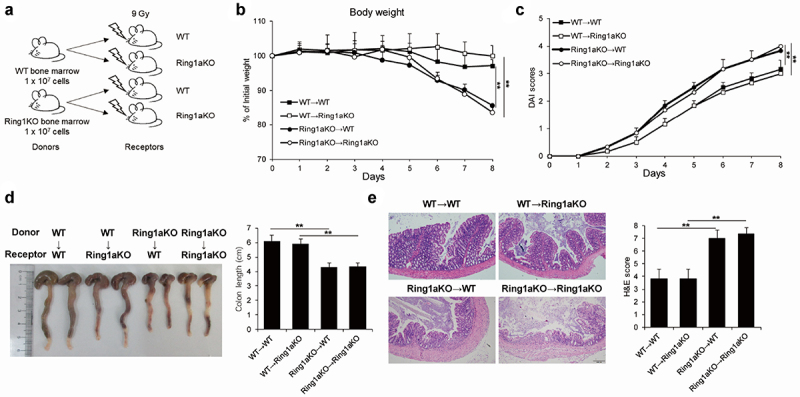
Ring1a deficiency in immune cells intrinsically aggravates DSS induced colitis.

### Ring1a deficiency leads to colitis exacerbation mediated by the transferable intestinal microbiota

Prior studies have unequivocally established the critical role of intestinal microbiota in colitis pathogenesis, demonstrating that genetically modified mice exhibited altered susceptibility to colitis due to changes in gut microbiota composition.^3,27–29^ To investigate the functional relationship between the intestinal microbiota and Ring1a deficiency-induced colitis exacerbation in the DSS-induced colitis model, we first co-housed adult Ring1aKO mice with age- and sex-matched WT mice for two weeks and then conducted DSS-induced colitis. Remarkably, we found that co-housed WT and Ring1aKO mice exhibited comparably severe DSS-induced colitis, with a tendency for greater severity in WT mice co-housed with Ring1aKO mice (Supplementary Figure S1).

Subsequently, to verify our speculation, we simultaneously subjected single-housed WT and Ring1aKO mice, as well as co-housed WT (designated as WT-CH) and Ring1aKO mice (designated as Ring1aKO-CH), to DSS-induced colitis. Notably, WT-CH mice demonstrated equally severe DSS-induced colitis compared to Ring1aKO-CH mice and single-housed Ring1aKO mice. The results showed all three groups (single-house Ring1KO, WT-CH, and Ring1aKO-CH) exhibited significantly greater bodyweight loss, higher DAI scores, shorter colon lengths, and more pronounced histological inflammatory infiltration and intestinal damage compared to single-housed WT mice (Figures 3a–d). Importantly, no significant differences were observed in these colitis indicators among single-housed Ring1aKO mice, WT-CH mice, and Ring1aKO-CH mice (Figures 3a–d). These results conclusively demonstrate that the variations in colitis severity observed among single-housed WT and Ring1aKO mice are indeed driven by differences in their respective intestinal microbiota. Additionally, we provide evidence that the intestinal microbiota of Ring1aKO mice possesses increased pathogenicity and can be transferred to co-housed WT mice.

**Figure 3.**
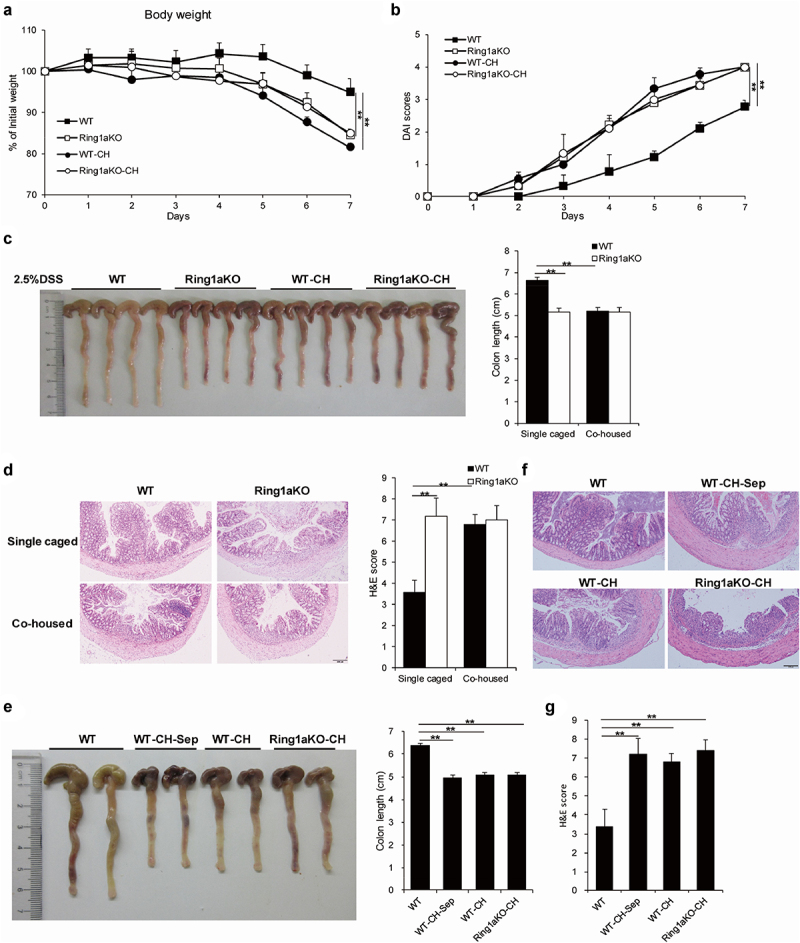
Exacerbation of colitis caused by Ring1a deficiency owing to intestinal microbiota that is transferable to co-housed WT mice.

To investigate whether the effect of the transferable pathogenic intestinal microbiota from Ring1aKO mice to co-housed WT mice can be sustained over an extended period of time, a group of age- and sex-matched WT mice were co-housed with Ring1aKO mice for two weeks and then separated for four weeks (designated as WT-CH-Sep) before colitis induction. Intriguingly, WT-CH-Sep mice exhibited significantly shorter colon length, a more severe histological inflammatory infiltrate, and greater intestinal damage than those exhibited by single-housed WT mice (Figures 3e–g). Notably, there were no differences in colon length, histological inflammatory infiltrate, or intestinal damage among WT-CH-Sep, WT-CH, and Ring1aKO-CH mice (Figures 3e–g). Therefore, these findings demonstrate that the effect of the transferable pathogenic intestinal microbiota from Ring1aKO mice to co-housed WT mice can persist for at least one month.

### Gut bacteria caused severe colitis in Ring1aKO mice

The gut microbiota comprises trillions of bacteria and fungi.^30^ To identify whether increased colitis severity is driven by gut bacteria or fungi, single-housed WT and Ring1aKO mice were orally administered a combination of four antibiotics (ampicillin, vancomycin, metronidazole, and neomycin) or amphotericin B for two weeks, which are known to effectively eliminate gut bacteria or fungi, respectively.^27,31^ The results showed that removing fungi using amphotericin B did not alter the severity of DSS-induced colitis in Ring1aKO mice. Even after treatment with amphotericin B, Ring1aKO mice experienced greater weight loss, shorter colon length, and more severe histological inflammation than those experienced by WT mice (Figures 4a–d). Conversely, colitis severity was comparable between WT and Ring1aKO mice when gut bacteria were eliminated using a combination of four antibiotics. Furthermore, Ring1aKO mice exhibited similar weight loss, colon length, and histological inflammation to WT mice following antibiotic treatment (Figures 4e–h). Thus, it is evident that gut bacteria, rather than fungi, contribute to the development of severe colitis in Ring1aKO mice.

**Figure 4.**
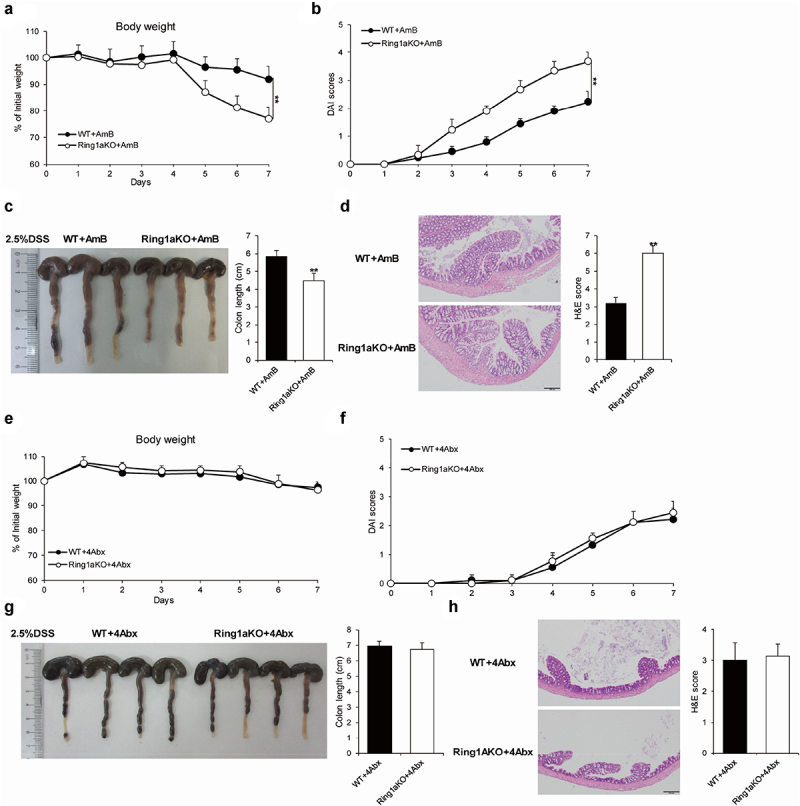
Gut bacteria caused severe colitis in Ring1aKO mice.

### Ring1a deficiency alters the composition of intestinal bacteria, likely due to decreased lgA production

To further identify the specific colitogenic bacteria responsible for the exacerbated colitis in Ring1aKO mice, we collected fecal samples from single-housed WT, Ring1aKO, and co-housed WT and Ring1aKO mice for 16S rRNA sequencing. Cluster analysis revealed distinct differences in the fecal bacterial phylogenetic architecture between single-housed WT and Ring1aKO mice (Figure 5a). However, after two weeks of co-housing, WT-CH and Ring1aKO-CH mice displayed similar fecal bacterial phylogenetic architectures (Figure 5a). Furthermore, the bacterial composition of the fecal microbiota in WT-CH and Ring1aKO-CH mice resembled that of single-house Ring1aKO mice, which was different from that of single-housed WT mice (Figure 5b). Interestingly, the bacterial component showed that *Akkermansia* and *Lactobacillus* were the predominant bacterial genera in the fecal microbiota of single-housed WT mice (Figure 5b), while *Prevotella* and *Lactobacillus* were the predominant genera in single-housed Ring1KO mice (Figure 5b). Co-housing with Ring1aKO mice for two weeks led to a considerable decrease in the proportion of *Akkermansia* and a dramatic increase in the proportion of *Prevotella* in WT mice (Figure 5b). Notably, significant differences were observed in the abundance of *Prevotella* and *Akkermansia* between single-housed WT and Ring1aKO mice, as well as between single-housed WT and WT-CH mice (Figure 5c). However, no significant difference in the abundance of *Lactobacillus* was observed between single-housed WT mice and Ring1aKO mice (Figure 5c). Considering our previous demonstration that Ring1a deficiency in immunocytes aggravates DSS-induced colitis, the altered intestinal bacterial composition in Ring1aKO mice is likely a consequence of intestinal immune dysfunction. IgA represents the most critical immunoglobulin that is transported and secreted into the gut lumen, thereby maintaining the regional intestinal ecosystems.^32,33^ To confirm whether the altered composition of intestinal bacteria in Ring1aKO mice is linked to changes in IgA production, we conducted mixed bone chimeric experiments to assess the impact of Ring1a deficiency on IgA production. The results revealed that Ring1a deficiency significantly reduced IgA^+^CD19^+^ B cells in Peyer’s patches and IgA^+^CD19 plasma cells in LP (Figures 5d,e). Moreover, the levels of IgA were significantly decreased in fecal samples and colon tissues of Ring1aKO mice compared to WT mice (Figures F and G). Hence, the decreased IgA production in Ring1aKO mice is likely responsible for the altered composition of intestinal bacteria.

**Figure 5.**
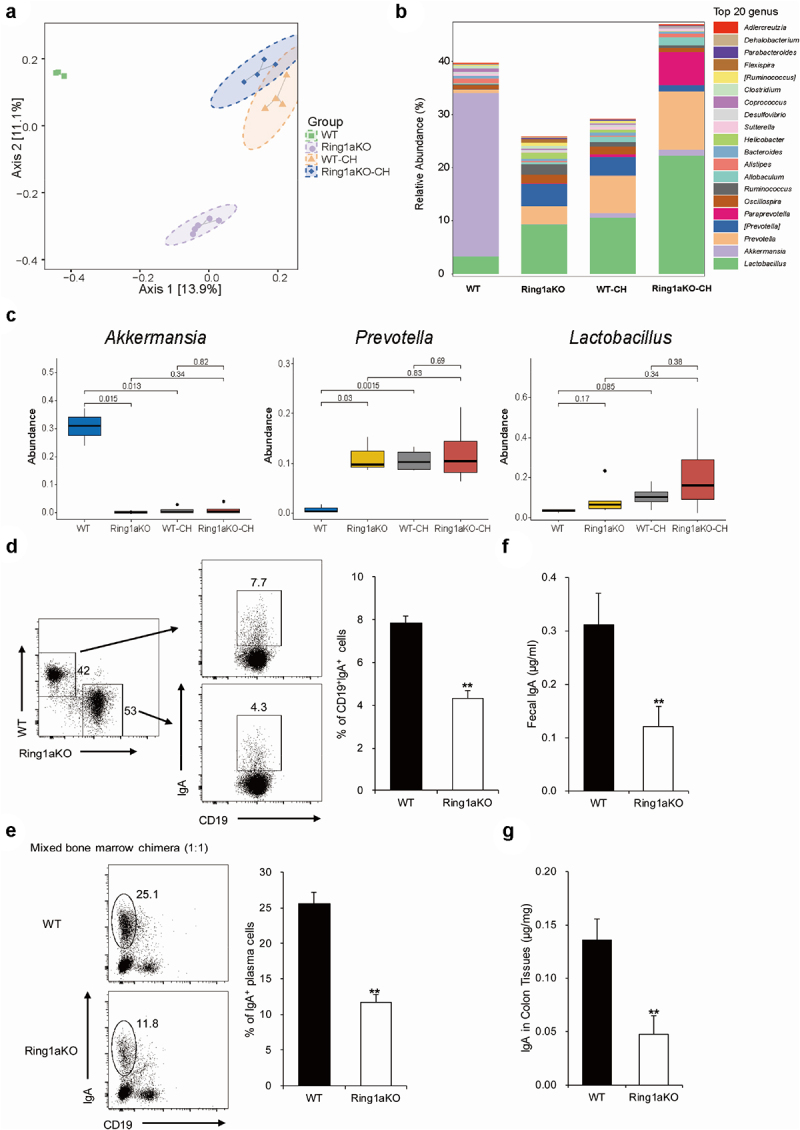
Ring1a deficiency altered the composition of intestinal bacteria decreased the production of lgA.

### An exacerbation of colitis caused by Ring1a deficiency can be alleviated by metronidazole

The *Prevotella* genus is a kind of gram-negative anaerobic bacteria that belongs to the *Bacteroidetes* phylum.^34^ To investigate whether depletion of the *Prevotella* genus can alleviate DSS-induced colitis in Ring1aKO mice, we treated WT and Ring1aKO mice with metronidazole, a compound known to deplete most gram-negative anaerobic bacteria. Following metronidazole treatment, the *Prevotella* genus was dramatically reduced in Ring1aKO mice, while a high proportion of the *Lactobacillus* genus was still observed in the feces of Ring1aKO mice (Figure 6a). Importantly, there was no difference in the severity of colitis between WT and Ring1aKO mice after metronidazole treatment. Ring1aKO mice exhibited similar weight loss, DAI scores, colon lengths, and histological inflammation compared to WT mice after metronidazole treatment (Figures 6b–e). These results suggest that the exacerbation of colitis in Ring1aKO mice is driven by colitogenic microbes and can be ameliorated using metronidazole.

**Figure 6.**
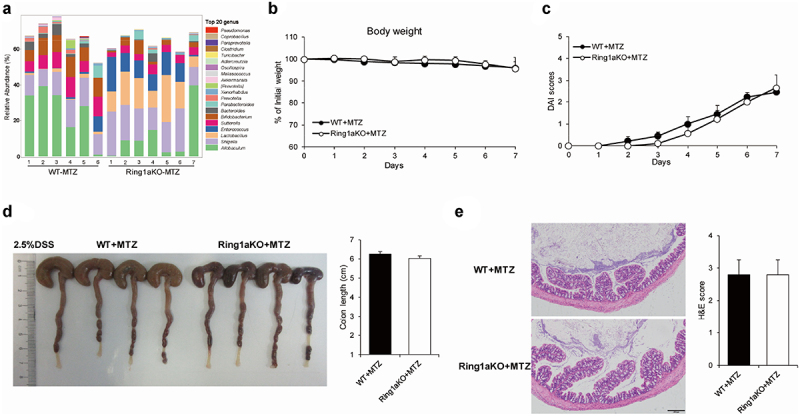
Metronidazole alleviated Ring1a deficiency caused exacerbation of colitis.

### Ring1a deficiency alters the immune homeostasis of intestinal LP

scRNA-seq has been widely used to reveal the heterogeneity and cellular composition of tissues in many human diseases and animal models. However, scRNA-seq has not yet been applied to investigate the cellular composition of the colon tissue in the DSS colitis model. In this study, we utilized scRNA-seq to gain insights into the detailed immunocyte composition of the colon tissue in DSS colitis and evaluate the effects of Ring1a deficiency on immunocyte populations. The analysis of CD45^+^ cells in the LP of WT and Ring1aKO mice was sorted and further analyzed by scRNA-seq.

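CD45+ cells of the colonic LP were pooled from 5 DSS-treated mice per group and made into 1 library for WT mice and 1 for Ring1aKO mice with 10× Genomics 3′ chemistry, which counts unique molecular identifiers (UMIs) near the 3′ end of each transcript. There were no replicates, so the genotype and any batch of the library could not be told apart, and no test was made between the libraries. The deposited matrices held raw UMI counts of 32228 genes for all barcodes before any selection of cells, with 74414511 UMIs in the library labelled WT and 81862096 in the library labelled Ring1aKO. Cells were called from the UMI totals and from their difference to cell-free barcodes, and those with at least 200 genes, less than 5% mitochondrial and less than 40% ribosomal UMIs were kept. The library labelled WT then held 5978 cells with a median of 6157 UMIs per cell, and the library labelled Ring1aKO held 7271 cells with a median of 4836 UMIs. Shares of cells are given with exact 95% Clopper-Pearson intervals and gene levels as CPM, the UMIs of a gene scaled to the summed UMIs of the cells, with exact 95% Poisson intervals, which cover counting error only. Ring1 (ENSMUSG00000024325), on chromosome 17 of GRCm38 from 34020792 to 34024680, had 802 UMIs in the cells labelled WT and 755 in the cells labelled Ring1aKO. Its level was 13.3 CPM (12.4 to 14.2) and 11.9 (11.0 to 12.8), a log2 ratio of -0.16 (-0.31 to -0.02). With the mean over cells in place of the summed UMIs, the log2 ratio was 0.11. A 3′ count does not show whether a transcript is disrupted upstream, and the genotype of the cells was taken from the labels.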

CD45^+^ immunocytes in the intestinal LP exhibited high heterogeneity, as evidenced by the gene expression profiles and available cell markers from the CellMarker website and published literature. 

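Integration of both libraries and clustering at a resolution of 0.7 gave 24 clusters. Each was named from marker genes fixed beforehand and is called like its class. Of the 24 clusters, 2 carried markers of different lineages and were left unnamed, with 3.36% of the cells labelled WT and 1.84% of those labelled Ring1aKO. Clustering the same cells gave 20 clusters at a resolution of 0.4 and 30 at a resolution of 1.2. Immunoglobulin genes and the genes compared between the libraries were kept out of the clustering.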

We identified 23 distinct cell types and states in the intestinal LP (Figure 7a and Supplementary Figure 2B). The putative 23 cell types contained nearly all kinds of immunocytes, including B cells, T cells, monocytes/macrophages, neutrophils, innate lymphoid cells (ILCs), NK cells, NKT cells, and γδT cells (Figure 7a,b), which indicates the involvement of nearly all immune cell populations in the pathogenesis of DSS colitis. Furthermore, Ring1a deficiency resulted in remarkable alterations in the proportions of several immune cell groups, including B cells, monocytes/macrophages, ILCs, NKT cells, and γδT cells (Figure 7c,d). 

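Shares of several classes differed by more than counting error. B-like cells made up 18.1% (17.1 to 19.1) of the cells labelled WT and 41.1% (39.9 to 42.2) of those labelled Ring1aKO. Monocyte/macrophage-like cells made up 22.0% (21.0 to 23.1) and 11.4% (10.6 to 12.1), CD4 T-like cells 8.53% (7.84 to 9.27) and 5.102% (4.61 to 5.63), and plasma-like cells 10.6% (9.82 to 11.4) and 7.74% (7.14 to 8.38). The share of CD7+ NK-like cells was 6.21% (5.61 to 6.85) and 6.81% (6.24 to 7.41), a difference within counting error. Shares add up to the whole library, so a class that rises lowers the others. Calling cells from the UMI totals alone moved the plasma-like share most among the alternatives, and turned its log2 ratio from -0.45 to 0.44. That rule kept cells of at least 6050.3 UMIs labelled WT and 7389.0 labelled Ring1aKO. Median depths were 4041 and 4145 UMIs in B-like cells, and 27854 and 36767 in plasma-like cells. The rule therefore left out most B-like cells, and its shares cannot be told apart from depth.

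**Figure D1:**
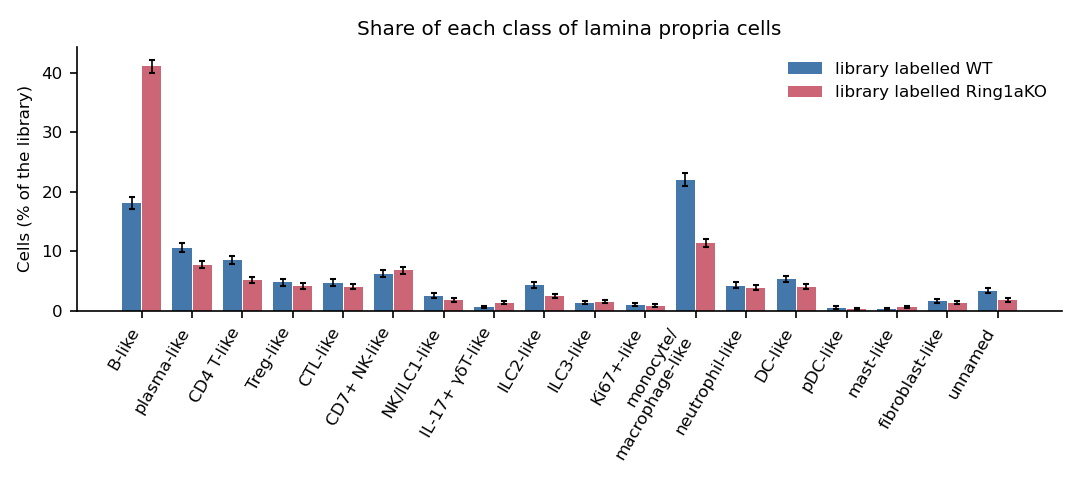
Share of each class in percent of the cells of the library labelled WT and of the library labelled Ring1aKO, with 95% Clopper-Pearson intervals as error bars. B-like cells rose from 18.1% to 41.1% and monocyte/macrophage-like cells fell from 22.0% to 11.4%.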

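A pair of clusters was named from B cell markers, with Ebf1, Bank1 and Fcmr among the leading genes of both. Together they held 1083 of 5978 cells labelled WT and 2986 of 7271 cells labelled Ring1aKO, a log2 ratio of the shares of 1.18 (1.09 to 1.27). Each of the clusters rose, from 10.4% to 21.2% and from 7.69% to 19.9% of the cells. The ratio was 0.69 when cells were called from the UMI totals alone, the largest move among the alternatives.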

Notably, Ring1a deficiency led to a notable increase in the percentage of B cells (groups 0, 1, and 3), a finding that was further validated using fluorescence activated cell sorting (FACS) (Figure 7e). Subsequent *t-SNE* clustering analysis of B cells revealed five distinct subclusters. Notably, compared to WT mice, the percentages of IgA^+^ plasma cells in Ring1aKO mice decreased (Supplementary Figure S3), consistent with the aforementioned results obtained from the mixed bone marrow chimera experiment. 

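Isotypes were assigned within the plasma-like clusters. A plasma-like cell was called IgA-dominant when Igha held most of the UMIs of 8 heavy-chain constant-region genes. Of 633 plasma-like cells labelled WT, 600 were IgA-dominant (94.8%, 92.8 to 96.4), and of 563 labelled Ring1aKO, 505 were (89.7%, 86.9 to 92.1). IgG1-dominant cells numbered 10 (1.58%, 0.760 to 2.89) and 29 (5.15%, 3.48 to 7.31). The larger plasma-like cluster had 95.9% and 96.4% IgA-dominant cells. The smaller one had 105 IgA-dominant cells of 117 in the library labelled WT and 45 of 86 in that labelled Ring1aKO, with 1 and 22 IgG1-dominant cells. As a share of B-like and plasma-like cells together, IgA-dominant cells made up 35.0% (32.7 to 37.3) and 14.2% (13.1 to 15.4), a log2 ratio of -1.30 (-1.45 to -1.15). The denominator of these shares grew with B-like cells, from 1083 to 2986. Of all cells, IgA-dominant cells made up 10.0% and 6.95%, a smaller fall. With cells called from the UMI totals alone the ratio within B-like and plasma-like cells was -0.11 (-0.21 to -0.0087). That rule left out most B-like cells and kept most plasma-like cells, so this ratio depends on depth.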

In group 13 (plasma cells), we also found that *Igha* expression was significantly decreased and *Ighg2b* expression was significantly increased in Ring1KO mice (Figure 7f). Additionally, in group 21 (IgA^+^ plasma cells), the expression of *Ighg1* was boosted considerably in Ring1aKO mice (Figure 7f), indicating a tendency for increased production of IgG1 by plasma cells in Ring1aKO mice. Moreover, Ring1a deficiency altered the proportions of monocytes/macrophages (groups 2, 9, and 11), especially group 11, which exhibited high expression of CXCL9 and CXCL10 (Supplementary Figure S2). 

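Both genes lie on chromosome 12, Igha (ENSMUSG00000095079) from 113254830 to 113260236 and Ighg2b (ENSMUSG00000076613) from 113302965 to 113307933. In plasma-like cells, Igha had 151098 CPM (150924 to 151272) in the library labelled WT and 165272 (165098 to 165447) in that labelled Ring1aKO, a log2 ratio of 0.13 (0.13 to 0.13). Ighg2b had 2804 (2780 to 2828) and 3706 (3680 to 3732), a log2 ratio of 0.40 (0.39 to 0.42). The clusters differed, a comparison chosen after the values were seen. In the larger plasma-like cluster, Igha rose by 0.18 and Ighg2b fell by 0.22 on the log2 scale. In the smaller one, Igha fell from 98625 to 65014 CPM, a log2 ratio of -0.60 (-0.61 to -0.59), and Ighg2b rose from 4287 to 12136, a ratio of 1.501 (1.47 to 1.53). There were 12 and 11 Ighg2b-dominant cells, and in IgA-dominant cells the Ighg2b level was 224 and 674. The sign of the Ighg2b ratio depended on which plasma-like cells were kept, since it was -0.93 among cells with fewer than 3000 genes and -0.14 among those with fewer than 2500. Igha was also counted in B-like cells, at 2464 and 2622 CPM, and in cell-free barcodes, at 69469 and 58438.

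**Figure D2:**
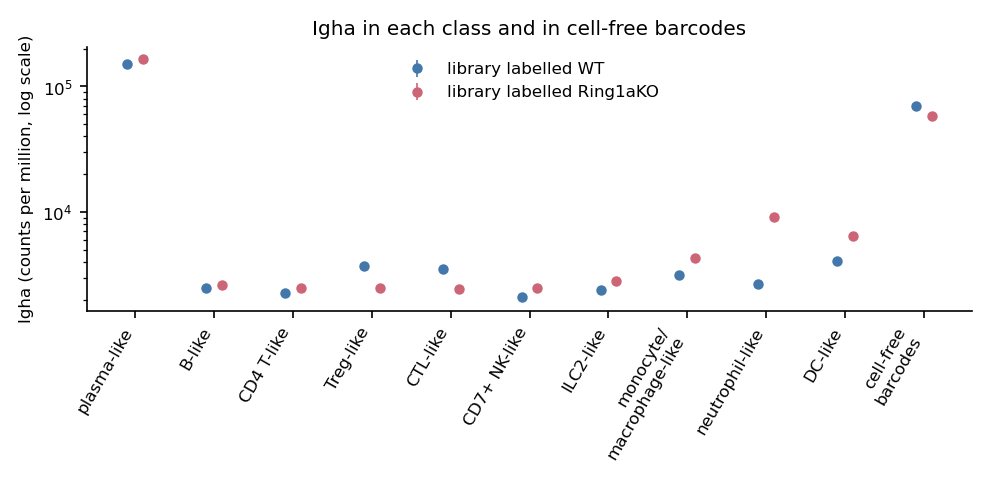
Igha in CPM, on a log axis, in 10 classes and in cell-free barcodes of both libraries. Plasma-like cells lie above the cell-free barcodes at 151098 and 165272, and the other classes drawn lie between 2097 and 9162.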

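Ighg1 (ENSMUSG00000076614, chromosome 12, 113325240 to 113330523) had 578 CPM (567 to 589) in IgA-dominant plasma-like cells labelled WT and 1679 (1660 to 1697) in those labelled Ring1aKO, a log2 ratio of 1.54 (1.51 to 1.57). Over all plasma-like cells the level was 2881 and 8234, a ratio of 1.52. It was 3293 and 3292 in the larger plasma-like cluster, and 957 and 34689.6 in the smaller one, a comparison chosen after the values were seen. Among cells with fewer than 3000 genes the ratio over all plasma-like cells was -1.02. The cell-free barcodes held 1006 and 2801 CPM of Ighg1, and CD4 T-like cells, which should lack it, held 51.0 and 171.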

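There were 3 monocyte/macrophage-like clusters. Cluster 2 fell from 17.5% (16.6 to 18.5) to 6.35% (5.80 to 6.94) of the cells. Cluster 11, with a median of 759 UMIs per cell, rose from 2.12% (1.77 to 2.52) to 3.16% (2.77 to 3.59), and cluster 13 went from 2.38% (2.00 to 2.79) to 1.84% (1.55 to 2.18). Cxcl9 (ENSMUSG00000029417) and Cxcl10 (ENSMUSG00000034855) lie on chromosome 5, from 92321347 to 92328079 and from 92346638 to 92348889. Over all monocyte/macrophage-like cells, Cxcl9 fell from 502 CPM (489 to 516) in the library labelled WT to 16.1 (12.6 to 20.2) in that labelled Ring1aKO, a log2 ratio of -4.94 (-5.32 to -4.63). Cxcl10 fell from 1404 (1382 to 1427) to 469.9 (450.2 to 490.3), a log2 ratio of -1.58 (-1.65 to -1.51). Cells labelled WT were deeper, with a median of 8556 UMIs against 4808.5. In cells thinned to 2000 UMIs each, Cxcl9 was found in 22.1% (19.6 to 24.7) and 1.84% (0.887 to 3.36). CD4 T-like cells thinned alike, with median depths of 5343.5 and 5392 before thinning, had 0.798% and 0.552%. Cxcl10 was found in 37.1% (34.2 to 40.1) and 30.0% (26.2 to 34.1) of the thinned monocyte/macrophage-like cells, and in 9.18% and 10.8% of the thinned CD4 T-like cells.

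**Figure D3:**
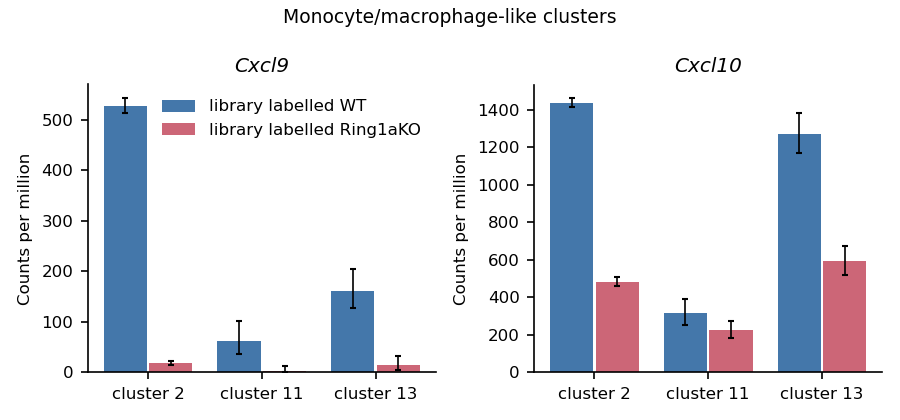
Cxcl9 and Cxcl10 in CPM in each monocyte/macrophage-like cluster of both libraries, with 95% Poisson intervals as error bars. Cxcl9 in cluster 2 fell from 529 to 17.8.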

Group 11 almost disappeared in Ring1aKO mice (Figures 7c,d). Additionally, pro-inflammatory IL-17^+^ γδT cells and cytotoxic γδ/CD8 Trm cells were increased, while ILC2s were decreased in Ring1aKO mice (Figures 7c,d).

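The cluster with the highest Cxcl9 held 17.5% (16.6 to 18.5) of the cells labelled WT and 6.35% (5.80 to 6.94) of those labelled Ring1aKO, a log2 ratio of -1.46 (-1.61 to -1.31). At a resolution of 1.2 it split, and the part with the highest Cxcl9 held 7.75% (7.08 to 8.45) and 2.93% (2.55 to 3.34). Cxcl9 and Cxcl10 were kept out of the genes used for clustering.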

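IL-17+ γδT-like cells made up 0.552% (0.380 to 0.774) of the cells labelled WT, or 33 cells, and 1.33% (1.08 to 1.63) of those labelled Ring1aKO, or 97 cells. The log2 ratio was 1.27 (0.71 to 1.84). At the main settings, the clusters of all cells held no cytotoxic γδ/CD8 Trm-like one. With fewer than 2500 genes per cell and new clusters, a limit chosen after the data were seen, such a cluster held 24 and 74 cells. When T, NK and ILC clusters were clustered again, a choice made after the clusters were seen, a cytotoxic γδ/CD8 Trm-like cluster held 36 cells (0.602%, 0.422 to 0.833) and 95 cells (1.31%, 1.06 to 1.59), a log2 ratio of 1.12 (0.57 to 1.67). ILC2-like cells made up 4.25% (3.75 to 4.79) and 2.48% (2.13 to 2.86), a log2 ratio of -0.78 (-1.05 to -0.51). Without B-like and plasma-like cells in the denominator, the ILC2-like ratio was -0.30 (-0.57 to -0.03).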

**Figure 7.**
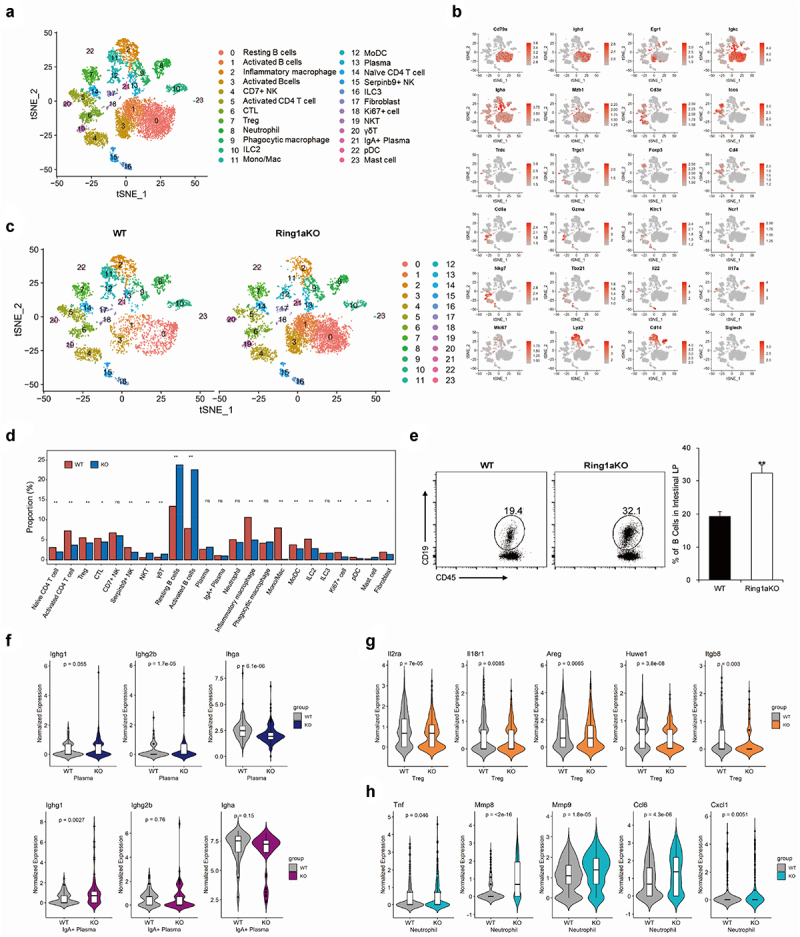
Ring1a deficiency altered immune landscape in intestinal LP.

Treg cells in the intestinal microenvironment are important to maintain intestinal homeostasis by controlling inflammation.^35^ 

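Treg-like cells, named from Foxp3, Ctla4 and other markers, numbered 284 in the library labelled WT (4.75%, 4.23 to 5.32) and 298 in that labelled Ring1aKO (4.10%, 3.65 to 4.58). The log2 ratio of -0.21 had an interval from -0.44 to 0.02, which holds 0. Among cells other than B-like and plasma-like cells, the shares were 6.66% and 8.01%, a ratio of 0.26 (0.04 to 0.49). T, NK and ILC clusters were also clustered again, a choice made after the clusters were seen. The Treg-like shares of all cells were then 5.102% and 3.91%, a ratio of -0.39 (-0.61 to -0.16). This step set apart a B-like cluster of 38 and 132 cells. It also left unnamed 81 and 86 cells whose closest class was Treg, so the ratio depends on which cells were named.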

Comparatively, the proportion of Treg cells slightly decreased in Ring1aKO mice. 

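In Treg-like cells, the 5 genes Areg, Il2ra, Il18r1, Huwe1 and Itgb8 each had a lower level in CPM in the library labelled Ring1aKO. Areg (chromosome 5, 91139599 to 91148432) fell from 1112 (1064 to 1160) to 659 (626 to 693), a log2 ratio of -0.75 (-0.85 to -0.66). Il2ra (chromosome 2) fell from 364 to 230.5 and Il18r1 (chromosome 1) from 181 to 93.0. Huwe1 (chromosome X) fell from 194 to 96.9 and Itgb8 (chromosome 12) from 109 to 49.3. The median log2 ratio of the 5 genes was -0.96, below all of 10000 random lists of 5 genes matched by expression. The paper had named these genes as reduced in Treg cells of the same libraries, so this rank is no independent evidence. The median stayed between -1.03 and -0.84 under the alternatives. Foxp3 had 405 (376 to 434) and 381 (356 to 407). Huwe1 also fell in each of the other 9 classes compared, with a median log2 ratio of -0.77, and in CD4 T-like cells the 5 genes had a median of -0.75.

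**Figure D4:**
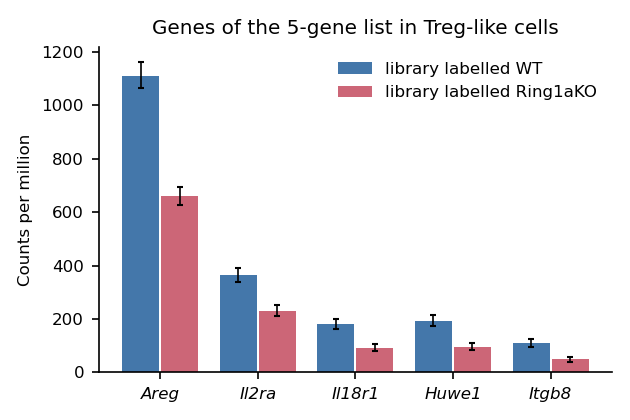
Levels in CPM of the 5 genes in Treg-like cells of the library labelled WT and of the library labelled Ring1aKO, with 95% Poisson intervals as error bars. Areg fell from 1112 to 659.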

Notably, the expressions of suppression function-associated genes, such as *Areg*, *Il2ra*, *Il18r1*, *Huwe1*, and *Itgb8*, significantly reduced in Treg cells of Ring1aKO mice than those of WT mice (Figure 7g), indicating a diminished anti-inflammatory function of Treg cells in Ring1aKO mice. Additionally, although there was no difference in the percentage of neutrophils between WT and Ring1aKO mice, pro-inflammatory function-associated genes (*Mmp8*, *Mmp9*, *Cxcl1*, *Ccl6*, and *Tnf*) were significantly upregulated in neutrophils from Ring1aKO mice (Figure 7h), suggesting an enhanced pro-inflammatory function of neutrophils in Ring1aKO mice.

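Neutrophil-like cells numbered 253 in the library labelled WT (4.23%, 3.74 to 4.77) and 279 in that labelled Ring1aKO (3.84%, 3.41 to 4.304), a log2 ratio of -0.14 (-0.38 to 0.10). Among cells other than B-like and plasma-like cells, the shares were 5.94% and 7.50%, a ratio of 0.34 (0.10 to 0.57). With cells called from the UMI totals alone, the ratio of the shares of all cells was 0.65. The median depth of neutrophil-like cells was 3930 and 4757 UMIs. Mmp8 (ENSMUSG00000005800, chromosome 9, 7558456 to 7568485) rose from 134 CPM (114 to 158) to 825 (778 to 874), a log2 ratio of 2.61 (2.37 to 2.87). Mmp9 rose from 656 to 876, Cxcl1 from 429 to 790.1, Ccl6 from 719 to 1092 and Tnf from 276 to 376. The median log2 ratio of the 5 genes was 0.60. With cells called from the UMI totals alone it was -0.08, and Mmp9, Ccl6 and Tnf fell. That rule kept 50 and 52 neutrophil-like cells, since its cutoffs lay above their median depth, so this value covers the deepest cells only. The 5 genes also rose in monocyte/macrophage-like cells, with a median of 0.37. From the 5 genes, the paper proposes that the neutrophils of Ring1aKO mice had an enhanced pro-inflammatory function.

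**Figure D5:**
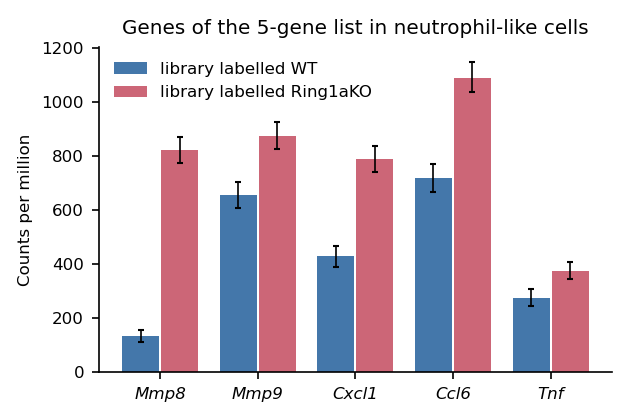
Levels in CPM of the 5 genes in neutrophil-like cells of the library labelled WT and of the library labelled Ring1aKO, with 95% Poisson intervals as error bars. Mmp8 rose from 134 to 825.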

## Discussion

IBD, encompassing CD and UC, represents a diverse group of chronic inflammatory disorders. Despite extensive research employing advanced technologies and experimental models, the precise pathogenesis of IBD remains elusive. The current understanding of IBD etiology involves interweaving host genetics, host immunity, the gut microbiome, and environmental exposures.^36^ Although over 200 loci, including *NOD2* and *PTPN22*, have been identified as IBD risk variants, they account for only 8%–13% of disease susceptibility.^36,37^ Consequently, it is crucial to explore potential novel candidate risk genes for IBD and unravel the complex interactions driving the disease.

The gastrointestinal tract houses a complex network of interactions between the microbiome, epithelium, and immune cells.^38^ However, the mechanisms underlying the involvement and interconnections of these disease drivers remain poorly understood. As the catalytic core of PRC1, Ring1a has been implicated in gene expression regulation through H2AK119ub1 catalysis and chromatin remodeling.^12–14^ However, its functions in immune cells and immune-associated IBD have not been extensively studied. In this study, we identified the PcG protein Ring1a as a crucial player in IBD pathogenesis by regulating both host immunity and intestinal microbiota, thus potentially serving as a new risk gene for IBD. Notably, In DSS-induced colitis, Ring1a deficiency significantly exacerbated the symptoms in the DSS-induced colitis model of the disease. We employed Ring1aKO mice, which encompass a whole-body knockout of Ring1a, to investigate the role of Ring1a deficiency in immune cells in the exacerbation of DSS colitis. To further elucidate this relationship, we constructed bone marrow chimeras. The findings revealed that Ring1a deficiency in immune cells intrinsically aggravated DSS colitis.

Additionally, we also found that co-housing Ring1aKO mice with WT mice for two weeks led to aggravated DSS colitis in the WT mice, suggesting that Ring1a deficiency increased the pathogenicity and transmissibility of the intestinal microbiota. Importantly, the effect of the transferable pathogenic intestinal microbiota from Ring1aKO mice to co-housed WT mice persisted for at least one month. When Ring1aKO mice were co-housed with WT mice for more than two weeks, regardless of subsequent separation, the pathogenic intestinal microbiota of Ring1aKO mice dominated and induced severe colitis in the WT mice.

By employing antibiotics to selectively target bacteria or fungi, we found that it is gut bacteria, rather than fungi, contribute to the development of severe colitis in Ring1aKO mice. The *Prevotella* genus has been reported to be associated with several autoimmune diseases, including insulin resistance and diabetes, arthritis and intestinal inflammation.^39^ Several studies have indicated that a *Prevotella*-dominated microbiome may promote inflammation, with the *Prevotella* genus implicated as a potential pathogenic bacterium in IBD. Genetically altered mice with *Prevotella*-dominated gut microbiota or oral gavage of *Prevotella* intestinalis have shown increased susceptibility to colitis. NLRP6 deficiency in mouse colonic epithelial cells exacerbates DSS-induced colitis and promotes the expansion of *Prevotellaceae* and TM7.^27^ Furthermore, colonization of mice with a novel *Prevotella* genus species from NLRP6-deficient mice exacerbates DSS-induced colitis via reducing IL-18 production.^39^ However, another study showed that caspase-11 deficiency exacerbates DSS-induced colitis independently of gut microbiota alterations, with a considerable reduction in *Prevotella* species.^40^ Our 16s rRNA sequencing results revealed that Ring1a deficiency dramatically altered the composition of intestinal bacteria, leading to a remarkable expansion of the *Prevotella* genus and a decrease in the *Akkermansia* genus. Importantly, the *Prevotella* and *Akkermansia* genera differed considerably between single-housed WT and Ring1aKO groups, as well as between WT and WT-CH groups. Moreover, the *Prevotella* genus was significantly reduced in metronidazole-treated Ring1aKO mice. These findings suggest that the *Prevotella* genus may be the main colitogenic bacteria contributing to the exacerbated colitis observed in Ring1aKO mice and that metronidazole could alleviate colitis exacerbation in Ring1aKO mice by reducing the *Prevotella* genus. However, further investigation is warranted to establish direct evidence regarding the role of the *Prevotella* genus in colitis.

The *Akkermansia* genus has garnered attention as a promising next-generation probiotic due to its therapeutic potential in metabolic diseases.^41^ Consistent with our results, numerous studies have reported a negative correlation between *Akkermansia muciniphila* and IBD, which exhibit a marked decrease in the abundance of *Akkermansia muciniphila*. However, several studies also showed the controversial role of *Akkermansia muciniphila* in mouse models of IBD. *Akkermansia muciniphila* enrichment was observed in *Nlrp6* and *Il10* double-deficient mice and can induce intestinal inflammation in germ-free and specific-pathogen-free *Il10*-deficient mice.^42^ Additionally, 1,25(OH)2D3 deficiency has been linked to increased *Akkermansia muciniphila* and colon inflammation phenotypes in Cyp27b1 knockout mice.^43^ These seemingly contradictory effects may be attributed to specific strain differences, necessitating further studies to elucidate their roles in IBD.

With the emergence and widespread adoption of scRNA-seq technology, several studies have utilized this advanced approach to unravel the complex pathogenesis of human IBD.^44–46^ However, to date, no study has applied single-cell transcriptome technology to investigate the immune landscape in the DSS-induced colitis model, which closely resembles the pathological features of human IBD. Although FACS has demonstrated immune cell infiltration and activation in DSS colitis,^47^ technical limitations have hindered a comprehensive understanding of the immune landscape in this model. In this study, we first investigated the immune microenvironment of intestinal LP in DSS colitis using single-cell transcriptome sequencing technology. In the sorted CD45^+^ immunocytes of intestinal LP, we identified 23 distinct clusters. The immunocytes in LP exhibited remarkable heterogeneity, representing various immune cell populations, including T cells, B cells, monocytes/macrophages, DC, NK cells, NKT cells, and ILCs, all of which participated in the intestinal immune microenvironment of DSS colitis. ILC3s are conventionally believed to play important roles in maintaining intestinal homeostasis.^38,48^ Unexpectedly, we observed a higher abundance of ILC2s compared to ILC3s in the intestinal LP, suggesting a potential involvement of ILC2s in the pathogenesis of IBD.

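In the library labelled WT, 254 cells were ILC2-like and 82 were ILC3-like, so ILC2-like cells made up 75.6% (70.6 to 80.1) of both. In the library labelled Ring1aKO, 180 were ILC2-like and 109 were ILC3-like, or 62.3% (56.4 to 67.9). With cells called from the UMI totals alone the order reversed, with 25.1% and 15.0% ILC2-like cells. That rule gave 210 ILC3-like cells, of which 85 were ILC3-like, 91 NK/ILC1-like and 28 IL-17+ γδT-like in the clusters of all cells. Of the 434 ILC2-like cells of both libraries, 364 were not called by that rule.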

To further explore the immune mechanisms underlying the exacerbation of DSS colitis caused by Ring1a deficiency, we also sorted and analyzed CD45^+^ immunocytes in the intestinal LP of Ring1aKO mice using scRNA-seq. Remarkably, Ring1a deficiency significantly altered the intestinal bacteria even before the implementation of the DSS-induced colitis model. The observed intestinal immune landscape in Ring1aKO mice reflects the integrated effects of Ring1a deficiency in immunocytes and the altered gut bacteria induced by the deficiency.

Compared to WT mice, Ring1a deficiency significantly increased the proportion of B cells, including resting and activated B cells. The functional roles of B cells in IBD remain unclear, with conflicting findings reported in the literature. For instance, Do et al. demonstrated the increased infiltration of B lymphocytes within the inflamed LP in DSS colitis^47^ and posited that the HDAC6 inhibitor BML-281 selectively attenuated B cell infiltration into the LP, potentially contributing to the amelioration of colonic inflammation.^47^ Conversely, Wang et al. found that DSS-treated mice exhibited more severe colitis in the absence of B cells, while the adoptive transfer of B cells attenuated the disease.^49^ IgA-producing plasma cells are essential to maintaining intestinal homeostasis in the normal gut. However, there is a shift in the mucosal immune system from a predominance of IgA-producing plasma cells to an abundance of plasma cells dedicated to IgG production in IBD,^50^ a characteristic that we also observed in Ring1KO mice.

Our analysis revealed a reduction in ILC2s in Ring1aKO mice, suggesting a protective role for ILC2s in DSS colitis. Several studies have detected ILC2s in the intestines of IBD patients and demonstrated their protective roles in colitis models.^51,52^ For instance, You et al. transferred purified ILC2s to Rag1^−/−^ mice and found that they could alleviate DSS-induced acute innate colitis, potentially by promoting M2 macrophage polarization.^53^ Similarly, the adoptive transfer of IL-33-expanded ILC2s to DSS-treated mice significantly reduced colonic inflammation compared to DSS control mice.^54^ Moreover, Uddin et al. identified the IL-33-ILC2s pathway as an important host defense mechanism against amebic colitis, as treatment with IL-33 protected Rag2^−/−^ mice from amebic colitis by increasing recruitment of ILC2s.^55^ However, Qiu et al. reported that the IL-33-ILC2s axis may have pathogenic effects in IBD, as they found that IL-33 deficiency protected mice from DSS-induced experimental colitis by suppressing ILC2s and Th17 cell responses.^56^ Further studies are warranted to fully elucidate and confirm the functions of ILC2s in IBD, and targeting ILC2s could hold promise as a novel therapeutic target for IBD treatment.

Furthermore, the proportions of IL-17A^+^ γδ T cells and a cluster characterized as cytotoxic γδ/CD8 Trm cells were significantly increased in the intestinal LP of Ring1aKO mice. IL-17^+^ γδ T cells are known to contribute to protective anti-microbial responses and are implicated in pathogenic inflammation at barrier sites. For instance, Do et al. revealed that IL-17^+^ γδ T cells play a crucial role in enhancing *in vivo* Th17 differentiation and T cell-mediated colitis. They found that TCRβδ^−/−^ mice were resistant to colitis, and cotransfer of IL-17^+^ γδ T cells with CD4 T cells was sufficient to enhance Th17 differentiation and induce colitis in TCRβδ^−/−^ recipients.^57^ In EAE, IL-17-producing IL23R^+^ γδ T cells were found to accumulate in the CNS and inhibit the suppressor activity of Treg cells.^58^ Consistently, in our study, we observed a remarkable decrease in the suppressive function of Treg cells in Ring1aKO mice, as evidenced by marked decreased expressions of genes including *Areg*, *IL2RA*, *Il18r1*, *Huwe1*, and *Itgb8*, all of which have been associated with the suppressive function of Treg cells.^59–63^ The cluster of IL-17^+^ γδ T cells also exhibited a high level of Cxcr6 expression, which may be associated with their migration to a specific location.

In the present study, we identified a cluster of cytotoxic γδ/CD8 Trm cells that showed a significant increase in Ring1aKO mice. The cluster of cytotoxic γδ/CD8 Trm cells highly expressed cytotoxic markers such as Gzma, Gzmb, Ccl5, and Klrd1, Itgae/CD103, indicating their potential cytotoxicity against epithelial cells and their ability to recruit inflammatory cell types that promote tissue destruction. Notably, Hu et al. discovered a cluster of intraepithelial γδ T cells with a similar gene expression profiles to the cytotoxic γδ/CD8 Trm cells identified in the intestinal LP. They found that these intraepithelial γδ T cells facilitated pathological epithelial cell shedding via CD103-mediated granzyme release,^64^ thereby promoting transient gaps in the epithelial barrier and increased intestinal permeability.^65^ Similarly, Do et al. also identified a CD103^+^α4β7^high^ γδ T subset in mesenteric lymph nodes that highly expressed *Gzma*, *Gzmb*, *Klrd1*, and *Ccl5*, which promoted intestinal inflammation and enhanced disease severity.^66^ Gzma, a pro-inflammatory protease involved in the regulation of the inflammatory response in intestinal hemostasis, exerts a pivotal role. Santiago et al. found that Gzma deficiency reduced gut inflammation and colorectal cancer development.^67^

In summary, our data provide evidence for the role of the PcG protein E3 ubiquitin ligase Ring1a in colitis. Ring1a plays a protective role in colitis by synthetically regulating immune cells and the gut microbiota. Ring1a deficiency exacerbates DSS colitis due to its deficiency in the immune system. Meanwhile, Ring1a deficiency dramatically alters the community of intestinal bacteria, leading to a *Prevotella* genus-dominated pathogenesis microenvironment that can be horizontally transmissible to co-housed WT mice and aggravates DSS colitis. We also find that Ring1a deficiency causes microbiota disorder potentially due to decreased IgA and prove that Ring1a deficiency leads to exacerbation of colitis that can be alleviated by metronidazole treatment. Furthermore, we describe the immune landscapes of mouse DSS colitis for the first time and reveal that Ring1a deficiency alters intestinal immune homeostasis. Our results suggest that Ring1a may be a new potential candidate risk gene for colitis, and metronidazole may treat *Prevotella* genus-dominated colitis clinically.

## Supplementary Material

Supplemental Material Click here for additional data file.

## Data Availability

The scRNA-seq data has been submitted to the GEO database (GSE210866, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE210866). Other data underlying this article are available in the article and supplementary materials.

# Supplementary material for: Ring1a protects against colitis through regulating mucosal immune system and colonic microbial ecology
**Source:** Gut Microbes. 2023 Sep 1;15(2):2251646. doi: 10.1080/19490976.2023.2251646
**Supplement:** Supplemental Material

**Supplementary figures**

**Supplementary Fig 1**

**Supplementary Fig 1. Initial weights of WT and Ring1aKO mice before conducted DSS colitis.**

**Supplementary Fig 2**

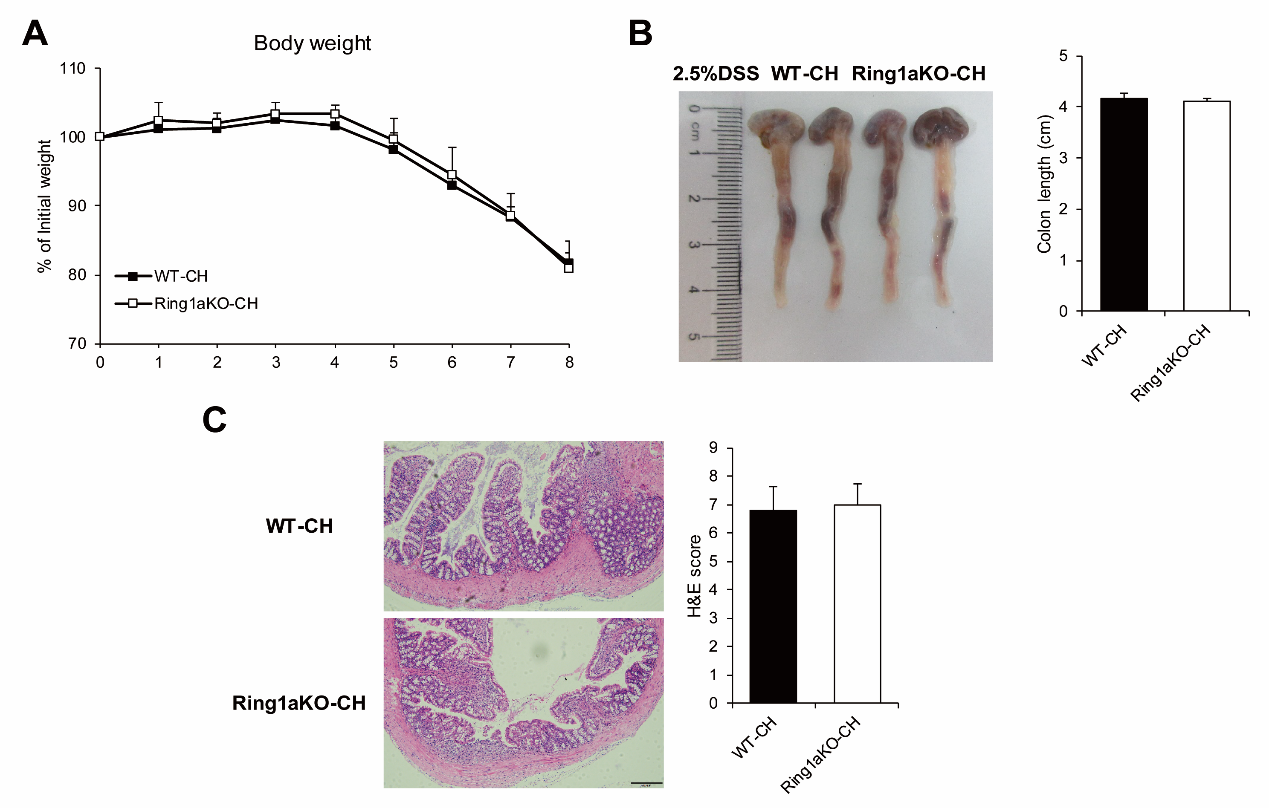

**Supplementary Fig 2. Ring1a deficiency caused exacerbation of colitis and was transferable to co-housed WT mice.**

(**A**) The body weight of co-housed WT and Ring1aKO mice in DSS-induced colitis. (**B**) Colon lengths of co-housed WT and Ring1aKO mice in DSS-induced colitis. (**C**) H&E staining and H&E scores of co-housed WT and Ring1aKO mice in DSS-induced colitis. Data are shown as mean ± SD (n=3), representing one of at least two independent experiments. **P* < 0.05, ***P* < 0.01.

**Supplementary Fig 3**

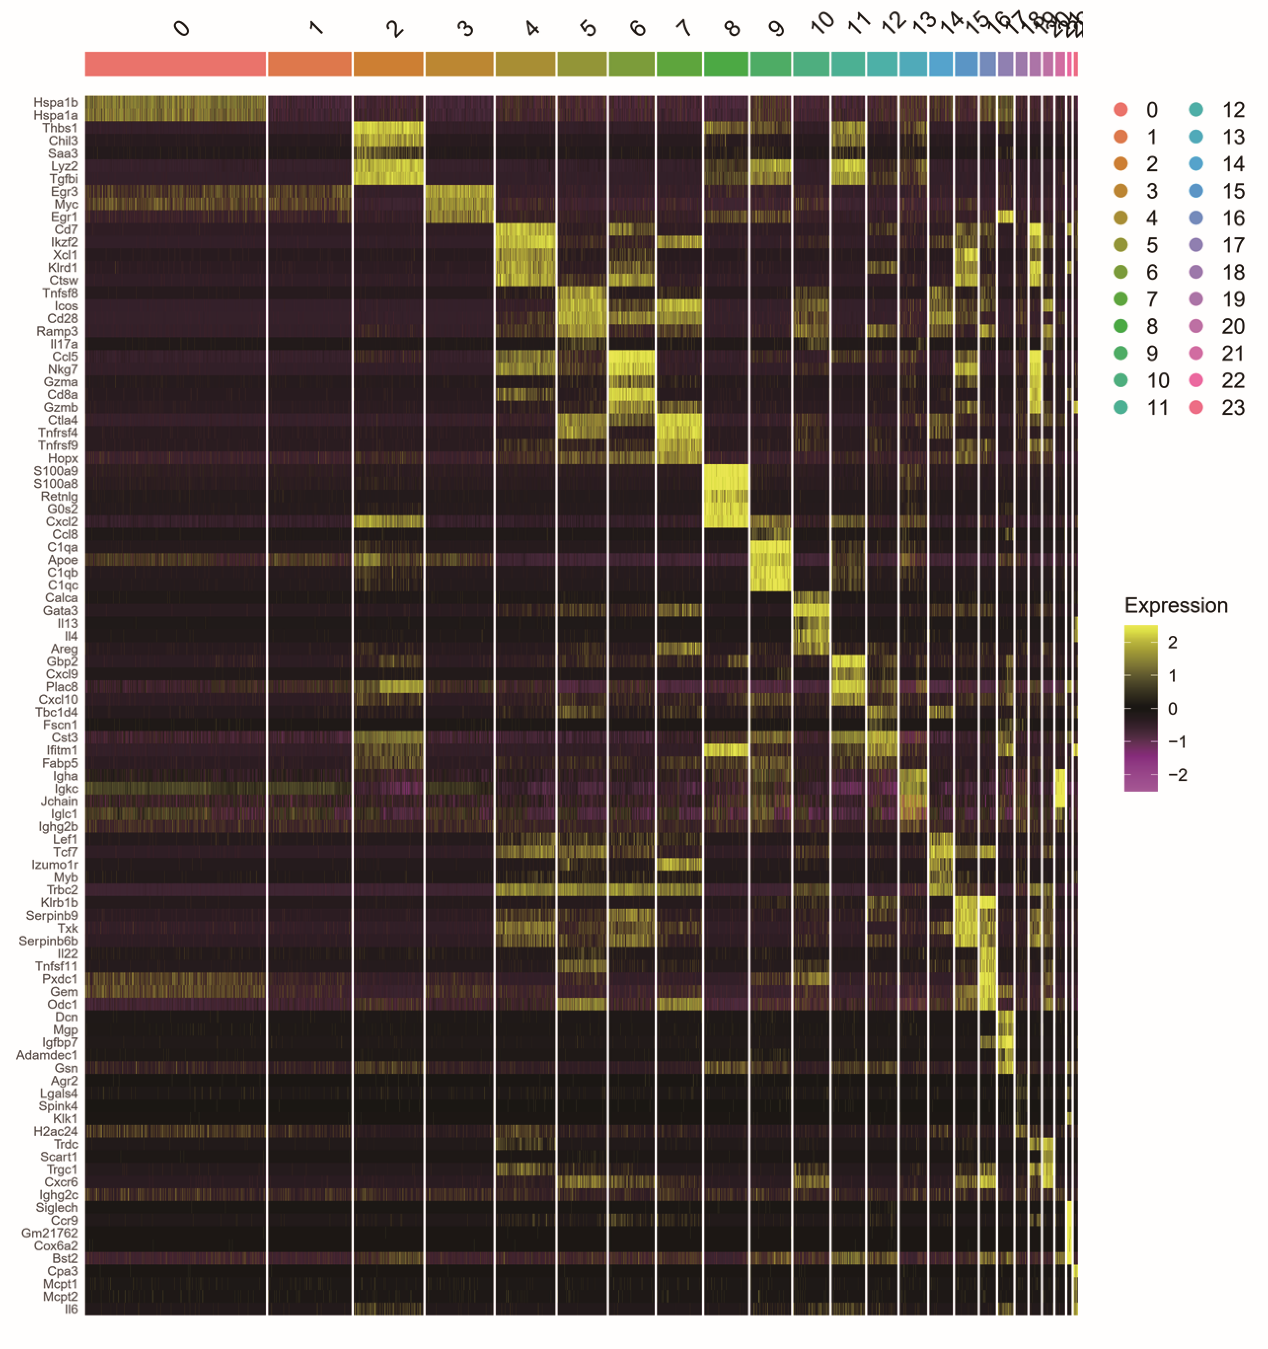

**Supplementary Fig 3. Gene expression profile of immune cell populations in scRNA-seq.**

*tSNE* visualization of WT-Ring1A integrated scRNA-seq was divided into 23 color-labeled groups at 0.7 resolution. The color scale indicates the level of gene expression. Yellow represents relatively high expression and purple represents relatively low expression.

**Supplementary Fig 4**

**
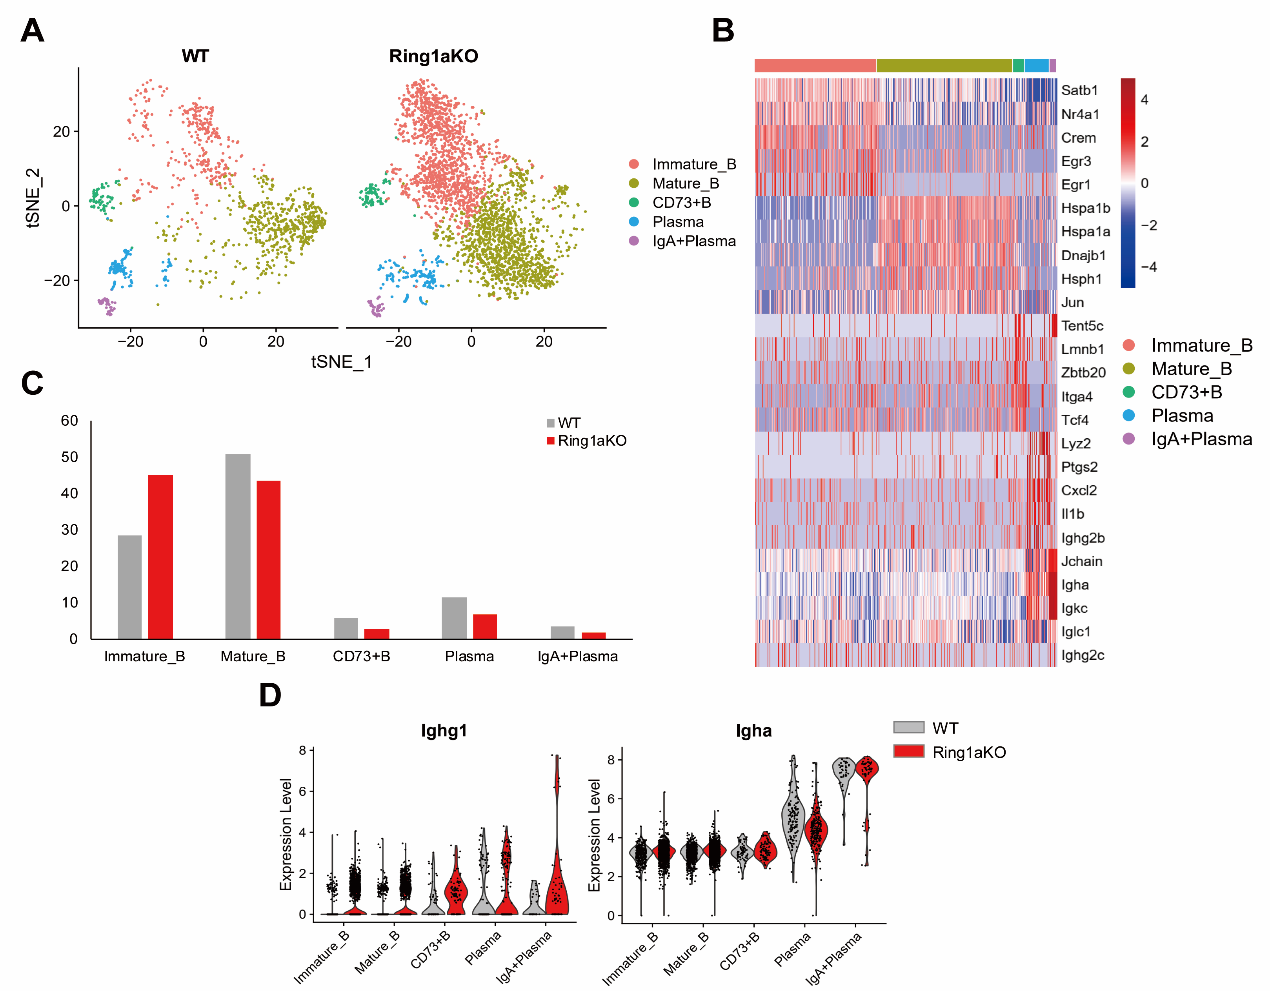
**

**Supplementary Fig 4. Ring1a deficiency altered B cell populations in intestinal LP.**

(**A**) *tSNE* plot of five identified B cell populations in intestinal LP of WT and Ring1aKO mice. Red represents relatively high expression and blue represents relatively low expression. (**B**) Gene expression profile of five identified B cell populations. (**C**) Percentages of five identified B cell populations in the intestinal of WT and Ring1aKO mice. (**D**) Expressions of *Ighg1* and *Igha* in five identified B cell populations of WT and Ring1aKO mice.

How the deposited data were processed for this re-analysis (not part of the article)

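The data were a pair of 10× Genomics 3′ libraries of CD45+ cells from the colonic LP, 1 from 5 pooled DSS-treated WT mice and 1 from 5 pooled DSS-treated Ring1aKO mice. The authors mapped the reads to mm10 and counted UMIs with Cell Ranger. The paper names version 3.0.1 and the header of the deposited matrices names Cell Ranger 4. The labels give the kit as version 3 and an age of 8 to 10 weeks, and the paper gives version 3.1 and 8 to 12 weeks. The matrices held raw UMI counts per gene and barcode, unfiltered, in the unit of counts, with no normalization.

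Cells were called in 2 steps after the method of Cell Ranger 3. Barcodes above the 99th percentile of the UMI totals of 3000 expected cells, divided by 10, were called first. Barcodes with at least 500 UMIs were then compared with the profile of the barcodes ranked 45000 to 90000, with 10000 simulations and a false discovery rate of 0.01. This gave 6847 cells labelled WT and 8883 labelled Ring1aKO. Cells were kept with at least 200 genes, less than 5% mitochondrial and less than 40% ribosomal UMIs. The paper's text states these limits as the cells to filter out, and they were read as upper limits. The filters removed 869 and 1612 cells and left 60350360 and 63545669 UMIs in cells. Doublets were kept, since the paper's text names no doublet step.

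Clustering used R 4.3.3 with Seurat 5.3.0, anchor integration of both libraries, 2000 variable genes, 25 principal components and a resolution of 0.7. Immunoglobulin genes, T-cell-receptor variable genes and the genes compared between the libraries were left out of the variable genes. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scanpy 1.11.5 was used for the other steps. Clusters were named from marker lists and a minimum of 3 detected markers, both fixed before the data were examined, as were the main settings, the comparisons and 13 alternatives. A cluster with at least 50% of the markers of an incompatible lineage was left unnamed. This limit, and an exception for mast cell and ILC2 markers, which overlap, were set after the clusters were seen.

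Gene levels were summed over the cells of a class and scaled to the summed UMIs of the class (CPM). A log2 ratio is the library labelled Ring1aKO over that labelled WT, with 1 UMI added to each sum for genes. No test was made between single libraries. Intervals of ratios are exact and conditional on the counts for genes and on the log scale for shares. Lists of genes were compared with 10000 random lists matched by expression. The lists of 18 interferon-gamma response genes and 8 neutrophil granule genes were written before their levels were computed. Cell-free barcodes were those with fewer than 100 UMIs. For the share of cells with a UMI, cells were thinned to 2000 UMIs.

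The genes named are those the paper names for these data and, in 4 classes, the 3 with the largest rise and the 3 with the largest fall among genes with at least 100 UMIs over both libraries and 100 CPM in either, without immunoglobulin and T-cell-receptor variable genes. A gene chosen by this rule in B-like cells is not reported here. Ring1, Xist and Y-linked genes were added to check labels and sex. Other genes named were chosen after their values were seen. Xist was found in 8 and 7 cells, and at least 1 of 4 Y-linked genes in 74.3% and 70.4% of the cells, so both pools were male. The ratio and its interval were tested on simulated data with a true 2-fold change. There, 100% of 200 changed genes had the right direction and between 95.2% and 95.7% of intervals held the true value. The counts were drawn from the Poisson model that the intervals assume. The test therefore checks the calculation only, and not spread between cells or mice. Calling was tested on a simulated library, where 100% of cells and 1.6% of cell-free barcodes of at least 500 UMIs were called. All simulated cell-free barcodes shared a pooled profile, so the test does not cover damaged cells or a varied background. In the data, the second step called 3639 of 3675 candidate barcodes labelled WT and 6628 of 7004 labelled Ring1aKO.

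Alternatives to the calling, filters, integration, resolution, variable genes, denominators and correction for cell-free RNA were tried, and 8 more were added after the data were seen. Of these, 6 set an upper limit on genes per cell. Coordinates came from GENCODE vM21 on GRCm38. The FACS, 16S and bone marrow chimera experiments have no values here.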

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

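Of the tests in this part, those of Ring1 were chosen after the result was seen. The tests of Igha and of the mixed cluster were set before their values were computed.

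Ring1, the gene that is absent by label, was counted at 755 UMIs in the cells labelled Ring1aKO, a level the paper does not report, and in the whole library at 12.0 CPM (11.2 to 12.8) against 13.5 (12.7 to 14.4) in that labelled WT. It was lower in 11 of 17 classes, beyond counting error in 2, and higher beyond counting error in none. Free RNA from other cells as the main source was argued against, since the cell-free profile, at its median share taken from Igha, accounted for 4.69% of these UMIs. Ring1 stood at 12.3 CPM in the cell-free barcodes and 11.9 in the cells labelled Ring1aKO, so this figure rests on that share alone. No other gene of the annotation overlaps Ring1. A disrupted gene whose transcript is still made could give these counts, and the log2 ratio of -0.16 over all cells cannot be told apart from a library whose cells carry an intact Ring1, since a 3′ count does not show where a transcript is disrupted. Reads along the gene were not analysed here.

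Igha made up 6.95% of the UMIs of cell-free barcodes in the library labelled WT and 5.84% in that labelled Ring1aKO, which the paper did not analyse. Igha was also found in every class, from 1727 CPM in pDC-like cells labelled WT to 13725 in those labelled Ring1aKO among the named classes other than plasma-like cells. Free RNA from lysed plasma cells as the whole source was argued against by the limit set beforehand, that Igkc and Jchain stand to Igha within 2-fold of the cell-free barcodes in each class. Over the 15 named classes other than B-like and plasma-like cells, the largest departure was 2.55 on the log2 scale, for Igkc in fibroblast-like cells labelled Ring1aKO, and 3 of 60 ratios went beyond the limit. The others were Jchain in NK/ILC1-like cells and Igkc in dendritic-like cells, both labelled Ring1aKO. The median departure was 0.44. What else carries Igha into these classes was not tested. Igha in classes other than plasma-like cells was not read as expression. If all Igha were free RNA, the cell-free share of the UMIs would have a median over 10 classes of 4.21% and 4.54%, and it would be 15.7% in neutrophil-like and 23.5% in pDC-like cells labelled Ring1aKO. The same calculation with Iglc1 gave 3.05% and 2.42% in these cells, so the shares taken from Igha were too high there. No biological explanation was tested.

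One cluster of 167 cells carried markers of plasma cells and macrophages together. Droplets that hold a plasma cell and a macrophage are a candidate explanation, since 47.9% of its cells were among the highest doublet scores at the expected rate, against 8.70% of plasma-like cells, and its cells had a median of 3904 genes against 2940. Their median of 31808 UMIs was close to the 31336.5 of plasma-like cells, which does not show the added depth that another cell would bring. A state that carries both programs remains open as untested, since doublet scores are made from the same profiles.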

How the results depend on the processing

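The alternatives that remove the highest Scrublet scores, limit the genes per cell, or cluster T, NK and ILC cells again were chosen after the data were seen. The upper limits on genes per cell were looked at because the paper's plasma cell share was lower, at 2500, 3000, 4000, 5000 and 6000 genes, and each is reported here. The first was also run with new clusters. The planned removal of the cells Scrublet calls doublets was not run, since its threshold marked 2 and 1 cells. No paired analysis was possible because each condition had 1 library. Where no cause is given below, the cause was not tested.

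The IL-17+ γδT-like share stayed between 0.96 and 1.75 and the median of the Treg-like genes between -1.03 and -0.84 (log2) under every alternative run for them. No IL-17+ γδT-like cluster was named when cells were called from the UMI totals alone. The B-like share rose and the monocyte/macrophage-like share fell under each. Calling from the UMI totals alone kept only cells of at least 6050.3 and 7389.0 UMIs, so its shares depend on the depth of each class. With cells called from the UMI totals alone, which kept 3031 and 2004 cells, the log2 ratio of the plasma-like share was 0.44, of the dendritic-like share 0.39, of the B-like share 0.69, of the Treg-like share 0.41, of the neutrophil-like share 0.65 and of the Cxcl9 cluster -1.06. ILC2-like cells made up 25.1% and 15.0% of ILC2-like and ILC3-like cells. The neutrophil genes, over 50 and 52 cells, had a median of -0.079, with Mmp9 at -0.079, Ccl6 at -0.47 and Tnf at -0.71. Igha was at 0.14, Ighg2b at 0.27 and Ring1 at -0.31.

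Without B-like and plasma-like cells in the denominator, the log2 ratio of the dendritic-like share was 0.077, of the monocyte/macrophage-like share -0.48, of the Cxcl9 cluster -0.98, of the ILC2-like share -0.30, of the Treg-like share 0.26 and of the neutrophil-like share 0.34. With at least 1000 UMIs and 500 genes, the monocyte/macrophage-like share was at -1.24 and Igha at 0.14. Merging without integration gave -1.20 for that share, -1.65 for the Cxcl9 cluster and 0.15 for Igha. Igha was 0.12 with a mitochondrial limit of 10% or no ribosomal limit, and Ighg2b was 0.37 under the former and 0.42 at a resolution of 1.2. With means over cells, Ring1 was at 0.11, Igha at 0.11, Ighg2b at 0.27 and the neutrophil genes at 0.77. With immunoglobulin, mitochondrial and ribosomal genes left out of the denominator, Igha was at 0.44 and Ighg2b at 0.72. Subtraction of the cell-free profile, with its share taken from Igha, gave 0.14 for Igha and 0.78 for the neutrophil genes.

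Removal of the highest Scrublet scores gave -0.49 for the ILC2-like share, -1.15 for the monocyte/macrophage-like share, 0.12 for Igha and 0.45 for Ighg2b. With fewer than 2500 genes and new clusters, the shares were at 0.93 (B-like), -0.28 (plasma-like), -0.72 (Treg-like), -1.14 (ILC2-like), -0.64 (monocyte/macrophage-like), -1.21 (Cxcl9 cluster), -0.44 (neutrophil-like) and 0.12 (dendritic-like), with Igha at 0.042, Ighg2b at -0.14, Ring1 at -0.010 and ILC2-like cells labelled WT at 81.0%. The same limit with the main clusters gave 0.94, -0.26, -0.66, -1.05, -0.68, -1.10 and -0.40 for the first 7 of these shares, 0.062 for Igha, -0.14 for Ighg2b and -0.010 for Ring1, and ILC2-like cells at 82.1% and 70.0%. Fewer than 3000 genes reversed Ighg1 in plasma-like cells to -1.02, Ighg2b to -0.93 and Ring1 to 0.014, and gave 0.12 for Igha, -0.020 for the IgA-dominant share and -0.45 for the Treg-like share. Fewer than 4000 genes gave 0.13 for Igha and 0.13 for Ighg2b, and fewer than 5000 gave 0.14 and 0.35. Of 442 values of 26 other results, 352 stayed within counting error of the reported value, 83 moved beyond it with no reversal of a sign that was beyond counting error, and 7 reversed such a sign. Counting those within counting error of 0, 23 values changed sign. Of the ILC3-like cells under calling from the UMI totals alone, 85 of 210 were ILC3-like with the main settings. The counts per gene limit each value, as Ring1 has fewer than 1000 UMIs per library in cells.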

Differences from the paper's values

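The upper limits on genes per cell named here were chosen after seeing the values. The paper's values from figures were read by eye, in part as sums of groups.

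Plasma-like cells made up 10.6% of the cells labelled WT and 7.74% of those labelled Ring1aKO, against the paper's about 3.5% and about 4.0% in Fig. 7d, read by eye. None of the alternatives set before the data were examined closed either gap. The upper limits on genes per cell were all chosen after seeing the values. Fewer than 2500 genes gave 2.78% for WT with the main clusters and 3.03% with new clusters, nearer to the paper's value but below it. For Ring1aKO this limit gave 2.33% and 2.50%, also below the paper's value. Fewer than 3000 genes, also chosen after seeing the values, gave 4.71% for Ring1aKO, nearer to the paper's value but above it. For WT it gave 7.07%, still well above the paper's value. Limits of 4000, 5000 and 6000 genes closed neither, and no limit closed both.

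The monocyte/macrophage-like cluster with the highest Cxcl9 held 17.5% of the cells labelled WT and 6.35% of those labelled Ring1aKO, against the paper's about 8.0% and about 0.1% for group 11 in Fig. 7d, read by eye. At a resolution of 1.2, set before the data were examined, the first was 7.75%, within the paper's value, and the second 2.93%, which was not. None of the other alternatives closed either gap. The paper describes group 11 by high CXCL9 and CXCL10, whereas this cluster was made without these genes, so the shares are not of the same cells.

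IgA-dominant cells made up 35.0% of B-like and plasma-like cells labelled WT and 14.2% of those labelled Ring1aKO, against the paper's about 3.5% and about 1.8% for the IgA+ plasma cell subcluster in Supplementary Fig 4, read by eye. The paper's subcluster and the IgA-dominant cells are defined differently. None of the alternatives, those set before the data were examined included, closed either gap.

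The paper states that Igha fell in group 13, which it names plasma cells. Over all plasma-like cells the log2 ratio was 0.13, and it was above 0 under every alternative run for it, from 0.042 to 0.44. In the smaller plasma-like cluster taken alone, chosen after seeing the values, it was -0.60, the direction the paper states, and in the larger one it was 0.18. Which of the clusters corresponds to group 13 was not determined. The paper states that Group 11 almost disappeared, and 462 cells labelled Ring1aKO were in the cluster with the highest Cxcl9. These counts are not alike, since Cxcl9 itself fell from 529 to 17.8 CPM in that cluster. A Cxcl9 UMI was found in 327 of 1316 monocyte/macrophage-like cells labelled WT and in 18 of 826 labelled Ring1aKO. For Cxcl10 it was 599 and 262 of these cells, a smaller fall. In Fig. 7d the plasma cell share was higher in Ring1aKO mice, and here its log2 ratio was -0.45, or 0.44 with cells called from the UMI totals alone. The share of CD7+ NK cells was lower there in Ring1aKO mice. Here it was 6.21% and 6.81%, and it was lower in the library labelled Ring1aKO with a mitochondrial limit of 10% (5.82% and 5.45%), with no ribosomal limit (5.97% and 5.36%), and with at least 1000 UMIs and 500 genes (6.00% and 5.75%). Without B-like and plasma-like cells in the denominator it rose from 8.70% to 13.3%, a log2 ratio of 0.61 (0.43 to 0.80). When T, NK and ILC clusters were clustered again, chosen after seeing the values, it was 5.15% and 4.77%. It was also lower with fewer than 2500 genes per cell, chosen after seeing the values, at 7.02% and 5.84% with new clusters and 7.65% and 7.201% with the main clusters.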

Other observations

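The tests of Huwe1, of transcript length and of B cell RNA were chosen only after the result was seen. So were those of the interferon-gamma genes in CTL-like cells and of dilution by B-like cells.

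Interferon-gamma response genes other than Cxcl9 and Cxcl10 were lower in monocyte/macrophage-like cells labelled Ring1aKO. All 18 genes of the list fell, with a median log2 ratio of -2.06. This was below all 10000 matched random lists, whose median was -0.10. Among them, Gbp2 fell from 874 to 46.5 CPM and Irgm1 from 110.4 to 9.71. A lower depth was argued against for Cxcl9, since the share of thinned cells with it still differed by -3.58 (-4.48 to -2.68). The list had a median below 0 in all 10 classes run, at -1.95 in neutrophil-like, -1.54 in dendritic-like, -1.41 in B-like, -0.80 in plasma-like, -0.77 in ILC2-like, -0.53 in Treg-like, -0.48 in CD7+ NK-like and -0.44 in CD4 T-like cells, each below nearly all random lists, and at -0.31 in CTL-like cells, among the random lists. The unequal size of the fall argued against a shift alike in every class, while a smaller shift shared by the classes stays open. A lower response to interferon-gamma may be a candidate explanation. Ifng itself fell from 1133 to 392 CPM in NK/ILC1-like cells and from 106 to 52.4 in CD7+ NK-like cells, and rose from 495 to 614 in CTL-like cells. With 1 pool per genotype, a difference between the pools in the course of colitis stays open.

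A set of genes was lower in every class of the library labelled Ring1aKO, among them long ones such as Huwe1, whose longest transcript has 14579 bases. The 5% of genes with the longest transcripts had a lower median log2 ratio than the other genes in 10 of 10 classes, and the median difference was -0.37, from -0.47 to -0.13. Fewer UMIs from long transcripts in that library, a technical difference, may therefore contribute. Huwe1 had a median of -0.77 over the 9 classes other than Treg-like cells, lower in 9 of them and beyond counting error in 8, so its fall in Treg-like cells could come from a shift of Huwe1 in all classes. Of the other genes of that list, Itgb8 has a longest transcript of 8403 bases and Areg of 1215.

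For the 5 genes lower in Treg-like cells, a shift of the T cell classes may contribute, since their median log2 ratio was -0.75 in CD4 T-like cells. In CTL-like cells it was -0.35, with 2 of 4 genes lower, which lay among the random lists. RNA of B cells in Treg-like cells was argued against as the whole cause. Cd79a rose from 54.5 to 252 CPM there, which allows a share of B cell RNA of 3.02% and 10.3% and a log2 change of -0.11 for every other gene.

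For the 5 genes higher in neutrophil-like cells, both explanations tested stay open. A shift of all myeloid classes may contribute, since the median was 0.37 in monocyte/macrophage-like cells. A larger share of less mature neutrophils is also a candidate explanation, since 5 of 8 other granule genes could be compared and had a median of 1.27, above all 10000 random lists. Ngp rose as well, from 62.7 to 569 CPM.

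More B-like cells lower the share of every other class. Plasma-like cells, whose own share fell from 10.6% to 7.74%, were left out of the denominator with them. Without both, the log2 ratio of the monocyte/macrophage-like share was -0.48 (-0.58 to -0.37), which argues against dilution as the whole cause of its fall. The ratio of the ILC2-like share was -0.30 (-0.57 to -0.03), below 0 by a narrow margin. It is of the main settings, with 254 and 180 ILC2-like cells. Removal of the highest Scrublet scores gave a smaller fall, with 252 and 214 ILC2-like cells, so dilution as its whole cause stays open. For Treg-like cells the ratio was 0.26 (0.04 to 0.49), so their lower share could come from dilution.

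IgG1-dominant plasma-like cells were more frequent in the library labelled Ring1aKO. Expansion of few B cell clones is a candidate explanation that cannot be told apart from an increase over many clones, since the chains point different ways and the heavy chains rest on few UMIs. The leading light-chain variable gene, Iglv1, led in 89.7% (72.6 to 97.8) of IgG1-dominant cells labelled Ring1aKO, above the 61.0% (56.6 to 65.3) of IgA-dominant cells in which it also led. The leading heavy-chain variable gene led in 17.4% (4.95 to 38.8) of the 23 cells with such a UMI, which held 14 different genes at a median of 6 UMIs per cell, and 6 of the 29 cells had none. In the library labelled WT, 6 of 10 IgG1-dominant cells shared a leading heavy-chain variable gene. Iglc1 was also higher over all cells, at 5009.7 CPM in the library labelled WT and 13487 in that labelled Ring1aKO.

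The genes with the largest changes in each class included RNA of other cell types. In B-like cells, Hbb-bs rose by 4.61, Gm43305 by 2.10 and Ighg1 by 1.19 on the log2 scale, and H1f4 fell by 2.10 and Ccdc50 by 1.51. In monocyte/macrophage-like cells, Ighg3 rose by 5.32, Gm42031 by 4.10 and Iglc1 by 2.92, and Cxcl9, Gbp2 and Irgm1 fell most. In neutrophil-like cells, Ngp, Mmp8 and Igkc rose by 3.16, 2.61 and 2.40, and Ccl2, Slfn5 and Irgm1 fell by 4.84, 4.18 and 3.87. In Treg-like cells, H2-Aa, Gm43305 and Cd79a rose by 2.45, 2.25 and 2.20, and Rell1, Ttn and H1f4 fell by 2.24, 2.03 and 1.86. No explanation of these changes was tested beyond those given above.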
